# Gene-Metabolite Network Analysis Revealed Tissue-Specific Accumulation of Therapeutic Metabolites in *Mallotus japonicus*

**DOI:** 10.3390/ijms22168835

**Published:** 2021-08-17

**Authors:** Megha Rai, Amit Rai, Tetsuya Mori, Ryo Nakabayashi, Manami Yamamoto, Michimi Nakamura, Hideyuki Suzuki, Kazuki Saito, Mami Yamazaki

**Keywords:** *Mallotus japonicus*, medicinal plants, biosynthesis of specialized metabolites, bergenin, rutin, WCNA, integrative omics, glucosyltransferases, *O*-methyltransferases

## Abstract

*Mallotus japonicus* is a valuable traditional medicinal plant in East Asia for applications as a gastrointestinal drug. However, the molecular components involved in the biosynthesis of bioactive metabolites have not yet been explored, primarily due to a lack of omics resources. In this study, we established metabolome and transcriptome resources for *M. japonicus* to capture the diverse metabolite constituents and active transcripts involved in its biosynthesis and regulation. A combination of untargeted metabolite profiling with data-dependent metabolite fragmentation and metabolite annotation through manual curation and feature-based molecular networking established an overall metabospace of *M. japonicus* represented by 2129 metabolite features. *M. japonicus* de novo transcriptome assembly showed 96.9% transcriptome completeness, representing 226,250 active transcripts across seven tissues. We identified specialized metabolites biosynthesis in a tissue-specific manner, with a strong correlation between transcripts expression and metabolite accumulations in *M. japonicus*. The correlation- and network-based integration of metabolome and transcriptome datasets identified candidate genes involved in the biosynthesis of key specialized metabolites of *M. japonicus*. We further used phylogenetic analysis to identify 13 C-glycosyltransferases and 11 methyltransferases coding candidate genes involved in the biosynthesis of medicinally important bergenin. This study provides comprehensive, high-quality multi-omics resources to further investigate biological properties of specialized metabolites biosynthesis in *M. japonicus*.

## 1. Introduction

*Mallotus japonicus*, also known as “Akamegashiwa” in Japanese, is a well-known medicinal plant from the Euphorbiaceae family and is widely distributed in tropical and temperate parts of East Asia [1,2,3,4]. Different tissues of *M. japonicus*, such as leaves, root, bark, and pericarp, have been shown to be effective in several ailments, including gastric and duodenal ulcer, hyperacidity, irritable bowel syndrome, hemorrhoids, rheumatism, diabetes, dermatitis, liver diseases, and neuralgia [1]. The bark of *M. japonicus* is still listed as a stomach tonic for improving appetite in the “17th revision of the Japanese Pharmacopoeia”. Bark tissue has been traditionally used to treat stomach disorders and gallstones, as a folk medicine for cancer, and as a crude drug for gastric and duodenal ulcers [5].

The medicinal properties of a given plant are attributed to its metabolic constituents, which include bioactive metabolites, and are often accumulated in a tissue-specific manner. Currently, over 143 compounds have been isolated across different *Mallotus* species, including 99 compounds in *M. japonicus*. These compounds belong to different chemical families such as alkaloids, iridoids, flavonoids, polyphenols, cardenolides, phloroglucinol, tannins, and their derivatives [1,2]. The leaves of *M. japonicus*, which primarily contains rutin and isoprenoid derivatives, are used to treat boils and swellings [5]. Furthermore, the antioxidative properties of *M. japonicus* leaves and their components have been evaluated, and this plant is used as a functional food for human health. Bergenin, a dihydroisocoumarin derivative, possesses anti-inflammatory, antitussive, and hypolipidemic activity; is known for its effectiveness in treating gastritis, gastric ulcer, constipation, and diarrhea [6,7,8,9,10]; and is specifically accumulated in the bark of *M. japonicus* [11]. Pharmaceuticals such as gastrointestinal drugs have included *M. japonicus* as a key ingredient for over 45 years. Despite vast industrial and medicinal applications, including a potential source of new medicines, no comprehensive multi-omics studies have ever been reported for *M. japonicus*, thus resulting in the lack of genomics and metabolomics resources for this plant species [1,2].

The advancement of high-throughput-omics technologies has facilitated the generation of a wealth of knowledge. The omics datasets for a given species are valuable. When analyzed individually, associations with other omics datasets and comparisons across species provide a holistic view of a biological species [12,13]. Untargeted metabolomics is a “discovery mode” process that gives insight into each metabolite, whether known or unknown, present in the biological entity under study [14]. Additionally, with the rapid development of sequencing technologies, RNA-seq based de novo transcriptome assembly has been established as a powerful tool to study non-model plant species with little or no genomic resources [12,13]. Transcriptome profiling provides an extensive overview of the metabolic pathways and their localization in planta. At the same time, the sequence-similarity approach, together with distinct statistical analyses, assists in the identification of candidate genes involved in the biosynthesis of important metabolites. When combined with phylogenomic, such approaches allow for the identification of potential enzymes involved in the biosynthesis of specialized metabolites.

To establish a comprehensive metabolite repository and genomic resources for *M. japonicus*, we performed untargeted metabolite profiling and deep-sequencing using seven tissues, namely young leaf, mature leaf, young stem, mature stem, bark, central cylinder, and inflorescence (Figure 1). Untargeted metabolomics helped us capture the differential accumulation pattern of several specialized metabolite classes present in *M. japonicus*. WCNA-based network analyses were performed using the expression data of assembled transcripts and intensities of MS^2^ validated metabolites to classify metabolites or genes with similar functionalities into distinct modules. Furthermore, a pairwise correlation between the transcript and metabolite modules was performed to identify gene-to-metabolite associations highlighting the potential candidate genes involved in the biosynthesis of specialized metabolites. Our study identified a distinct transcript module involved in the biosynthesis of rutin in *M. japonicus*. Furthermore, we performed a gene ontology enrichment analysis to understand the biological significance of the transcript modules having a high correlation with the metabolic modules, which showed the presence of functional modules specific for the type of metabolites accumulated. The metabolome and transcriptome data established in this study will help in understanding the biosynthesis and regulation of specialized metabolites in *M. japonicus*.

## 2. Results and Discussion

### 2.1. Mallotus japonicus Metabolome Database Represents Diverse Range of Specialized Metabolites

In order to achieve holistic insight into the phytochemical composition of *M. japonicus*, the metabolite extracts from seven tissues, namely young leaf, mature leaf, young stem, mature stem, bark, central cylinder, and inflorescence (Figure 1), were analyzed by LC–QTOF–MS. Furthermore, feature-based molecular networking (FBMN) was employed to characterize the metabolite classes captured by our comprehensive metabolome data. This approach has recently gained attention in the annotation of the chemical diversity captured by untargeted metabolite profiling [15,16]. Molecular networking not only matches the MS^2^ spectra for a given mass feature to assign a putative annotation but also connects molecules based on spectral similarity to predict and assign mass features to its derivatives or chemical classes, which differs by transformation including glycosylation, hydroxylation, oxidation, alkylation, and reduction, among others [15,16].

The metabolite profile datasets from seven tissues of *M. japonicus* were pre-processed and aligned using MS-DIAL [17], resulting in the identification of 10,367 mass features in the positive ion mode (Table S1). Principal component analysis (PCA) using filtered and aligned mass features showed tissue-specific variations and formed three major groups (Figure 2a). Young leaf, mature leaf, and young stem formed a group separated along the PC1 axis, with mature stem, bark, and central cylinder grouped together. Inflorescence tissue formed a distinct group and was separated from other tissues along the PC2 axis. A PCA plot confirmed the quality of metabolome datasets that effectively captured the tissue-specific metabolite diversity. In an attempt to understand the overall phytochemical constituents and the active metabolic pathways of *M. japonicus*, the acquired mass-features were searched against the KNApSAcK database [18] and KEGG pathway database [19], respectively. In total, 2129 and 564 mass features were assigned to a corresponding KNApSAcK ID and KEGG ID, respectively (Table S2). The top three KEGG pathways based on the number of mass features assigned included metabolic pathways, biosynthesis of secondary metabolites, and biosynthesis of plant secondary metabolites (Figure 2b). Several secondary metabolic pathways, including glucosinolate biosynthesis, biosynthesis of phenylpropanoids, biosynthesis of alkaloids derived from shikimate pathways, and flavonoid biosynthesis were included in the top 15 KEGG pathways. These results indicate a plethora of diverse metabolites in *M. japonicus*, of which only 143 are reported to date [2]. The *M. japonicus* metabolome database thus represents a repository of novel, unknown metabolites that could explain its specific medicinal properties as employed in traditional medical practices.

The aligned mass features with MS^2^ fragmentation pattern were used for FBMN analysis using GNPS platform (http://gnps.ucsd.edu//, accessed on 30 November 2020). Two molecular networks were generated using the MS^2^ spectra of parent ions in the positive and negative ionization modes. The nodes in the network are represented as a pie chart to reflect the intensity level across seven tissues of *M. japonicus* (Figure 3a,b). For the positive ion mode, 305 connected nodes were identified (with a minimum of two connected components), and 80 nodes were annotated to represent different chemical families (Table S3). The highly connected nodes included mass features identified as flavonoids, isoflavonoids, carboxylic acid and derivatives, and cinnamic acid and derivatives (Figure 3a). The results were expected since these metabolite classes are well known to undergo chemical modifications and derivatizations, resulting in vast chemical diversity from relatively fewer core metabolites [20,21,22]. The bergenin-containing cluster was represented by 35 metabolite features, indicating closely related metabolite features of bergenin in *M. japonicus*. While the node containing flavonoids and isoflavonoids was highly accumulated in inflorescence, the node containing bergenin and related metabolites was highly accumulated in bark. The molecular network generated using the negative ionization mode resulted in 330 connected components, and 68 nodes were annotated (Table S3). While two highly connected nodes were not annotated, the third significantly connected node included metabolite features classified as tannins and was highly accumulated in the bark. The highly connected nodes, with mass features identified as cinnamic acid and derivatives, were highly accumulated in the mature leaf of *M. japonicus* (Figure 3b). Untargeted metabolite profiling using seven tissues of *M. japonicus* followed by characterization and annotation of the acquired mass-features revealed the presence of a diverse range of phytochemicals attributed to its broad range of medicinal uses. Moreover, the molecular network based on the fragmentation pattern also showed a large number of highly connected nodes that remained unannotated, which indicates the presence of several metabolites not reported in *M. japonicus*. Therefore, the comprehensive metabolome resource established in this study is a valuable resource that can be further used to unfold the pharmacological potentials of several unreported metabolites and to serve as a stepping-stone for future investigation and structural validation of the bioactive metabolites in *M. japonicus*.

### 2.2. Tissues of Mallotus japonicus Have Specific Metabolic Signatures Associated with Its Medicinal Use

The comprehensive metabolome resource established for *M. japonicus* in this study was subsequently used to identify and validate specialized metabolites reported for the *Mallotus* genus to date. Through an extensive literature search, we short-listed 143 metabolites previously reported across the *Mallotus* genus. Using a combination of the computational cheminformatics approach, manual inspection, and validation, we confirmed 69 metabolites across different tissues of *M. japonicus* by matching their MS^2^-based fragmentation pattern (Table S4). The variations within the MS^2^ validated metabolites indicated the tissue-specific accumulation; therefore, we applied a weighted co-expression network analysis (WCNA) using these 69 metabolites [23,24]. WCNA, a correlation-based method, defines a network linking high-dimensional datasets, including metabolomics data, gene expression data, and proteomics data, and further groups the highest co-expressed variables into modules [23,25,26]. The WCNA approach classified 66 metabolites in seven metabolite modules (MetM), while three metabolites were not assigned to any of the modules (shown with gray bars) (Figure 4). The MetM2, MetM7, and MetM6 modules were the three largest metabolite modules, representing 21, 17, and 13 metabolites, respectively (Table S5). The MetM2 module, which primarily included phloroglucinols (47.6%), was highly accumulated in the inflorescence tissue. Metabolites in the MetM7 module, which included flavonoids such as the rutin, tannin, and phloroglucinol classes of metabolites, were primarily accumulated in the young and mature leaf. The MetM6 module, which included bergenin and its derivatives, one of the most important pharmacological metabolites for *Mallotus* species, was highly accumulated in bark tissue in accordance with the primary tissue used for medicinal purposes. The MetM3 module containing six metabolites, representing various metabolite classes, was primarily accumulated in young stem followed by young leaf. The MetM5 module included four metabolites, two of which were annotated as phenylpropanoids, that were highly accumulated in young stem followed by young and mature leaf. The MetM1 module, which included three of the metabolites of phloroglucinol class, was highly accumulated in mature stem followed by young leaf and mature leaf. The MetM4 module, which included only two tannins, was highly accumulated in inflorescence, bark, and mature stem. Rutin, which is the major active constituent of the leaf tissue of *M. japonicus* and the attribute contributing to its medicinal properties, was found to be highly accumulated in both young leaf and mature leaf in our study [27,28]. Similarly, bergenin and its derivatives were highly accumulated in the bark, as reported previously [28]. The WCNA analysis of the MS^2^ validated metabolites thus effectively captured and classified the signature metabolites associated with the tissue types of *M. japonicus*. The wide range of metabolites accumulated across different tissues of *M. japonicus* reiterates their great medicinal potential, which still seems relatively unexploited, as suggested by the large number of unidentified mass features reported in our study.

### 2.3. Characteristics of Mallotus japonicus De Novo Transcriptome Assembly Derived Using Multiple Tissues

The availability of genomic resources is the prerequisite to evaluate molecular components involved in specialized metabolites biosynthesis. While the number of plant species with chromosome-scale genome assemblies has significantly increased in the last few years, the sequenced genomes are still dominated by crops, and relatively fewer medicinal plants have obtained the high-quality genome status so far [13,29]. The scarcity of genomic resources for medicinal plants has hindered the prospect of developing a sustainable alternative to produce pharmacological metabolites of plant origin. The recently reported 1 KP dataset showed the efficacy of RNA-seq based genome resources in exploring the relationships between distant species [30]. However, it has not even captured a fraction of the known plant diversity. RNA-seq based transcriptome assembly does not require the availability of reference genome, and its application has been well established for studying the biosynthesis of specialized metabolites in medicinal plants [30,31,32,33,34]. In this study, to capture the active transcripts involved in the biosynthesis of specialized metabolites, we established a RNA-seq based de novo transcriptome assembly for *M. japonicus* using the same seven tissues used for the metabolome analysis. The sequencing reads were preprocessed using Trimmomatic [35] (Table S6) and were assembled using a combination of primary assemblies generated through Trinity [36], SOAPdenovo-Trans [37], and CLC genomics workbench, as described previously [38]. From a total of 15.59 Gbp sequencing datasets across seven tissues, the final assembly resulted in 226,250 unigenes with an N50-value of 1396 bp (Table 1). We evaluated the quality and completeness of the de novo transcriptome assembly of *M. japonicus* using a BUSCO analysis [39]. The BUSCO analysis using the eudicots_odb10 database estimated 96.9% assembly completeness, with 2255 out of 2326 BUSCO groups being identified in the *M. japonicus* transcriptome assembly (Figure S1a). Within the identified BUSCO orthogroups, 828 (35.5%) were complete and single-copy BUSCOs, 1427 (61.3%) were completed and duplicated BUSCOs, and only 39 (1.4%) were fragmented BUSCOs. As the final de novo transcriptome assembly was processed with CD-HIT-EST [40]-based redundancy filtering, a high percentage of duplicated BUSCO groups may suggest a potential whole-genome duplication event for *M. japonicus*. The BUSCO analysis results suggest a high-quality transcriptome assembly of *M. japonicus* established in this study, suitable for further downstream applications. 

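Long unigenes carried a large share of the sequenced fragments, and few of the short unigenes were seen in every tissue. The 21412 unigenes longer than 2000 bp made up 9.46% of the assembly and held 44.1% of the fragments assigned in the 7 tissues. Of these long unigenes, 96.8% had an FPKM (a fragment count scaled by transcript length and library size) above 0 in every tissue. The 55388 unigenes of at most 300 bp made up 24.5% of the assembly and held 0.794% of the fragments, and 5.20% of them had a value in every tissue. In the deposited tables, the lengths had a median of 469 bp and the N50 was 1396 bp, that is, unigenes of at least this length held the larger part of all assembled bases. The unigenes longer than 500 bp numbered 106994, and 450 unigenes were shorter than 200 bp.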

The length of the assembled transcripts ranged from 200 bp to 17,202 bp, with a mean length of 837 bp (Figure S1b).

The assembled unigenes of *M. japonicus* were used as a query to perform a Blastx-based homology search against the NCBI non-redundant (nr) database, and the top blast-hit was selected for annotation. Of the total 226,250 unigenes, 109,178 were annotated based on their Blastx-based similarity against the NCBI database (Figure S2a and Table S7). The similarity distribution plot for the annotated unigenes showed 64,021 unigenes (~25% of entire unigenes) with a sequence-similarity over 85% with its closest homolog (Figure S2b). The Gene Ontology (GO)-based functional classification assigned annotated transcripts to three GO categories, namely biological process (BP), molecular function (MF), and cellular component (CC). The top 10 GO terms based on the number of mapped sequences are summarized in Figure S2c. Furthermore, we mapped the annotated unigenes to the KEGG pathway database [19] to derive an overview of the active metabolic processes of *M. japonicus*. In total, 17,434 unigenes were mapped to 148 KEGG pathways (Table S8). The top 15 KEGG pathways based on the number of mapped unigenes are shown in Figure S2d. The top 5 pathways included glycolysis/gluconeogenesis, starch and sucrose metabolism, purine metabolism, glyoxylate and dicarboxylate metabolism, and pyruvate metabolism. The phenylpropanoid biosynthesis was among the top 10 metabolic pathways represented in the transcriptome assembly of *M. japonicus*. The phenylpropanoid class of metabolites have been widely reported in *M. japonicus* and were also identified as one of the dominant class of metabolites in our metabolomics dataset. The annotation and characterization of *M. japonicus* de novo transcriptome assembly effectively captured ongoing active metabolic processes in accordance with the class of metabolites being identified in our metabolome analyses. Therefore, our results demonstrate the suitability of our transcriptome resources established in this study for downstream analyses.

We used de novo transcripts assembly to qualitatively measure the expression levels of active transcripts across seven tissues of *M. japonicus*. RNA-sequencing reads from each of the seven tissues were mapped onto the transcriptome assembly, and the expression of assembled transcripts was measured in terms of FPKM values. 

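Inflorescence, bark, central cylinder, young and mature leaf, and young and mature stem of a single 12-year-old tree were each sequenced as 1 library. Poly(A) RNA was selected with oligo(dT) beads, the libraries were strand-specific, and paired reads of 101 bp were sequenced on a single lane. For every library the authors deposited a table of the 226250 unigenes with the expected count from RSEM (the number of fragments assigned to the unigene), the FPKM and the length. The expected counts summed to 10874530 in mature leaf, 10423500 in inflorescence, 10317584 in young leaf, 9216992 in central cylinder, 8767920 in young stem, 6844503 in bark and 6460013 in mature stem. At 101 bp per read these assigned fragments amount to 12.7 Gbp, beside the 15.59 Gbp that the paper gives for all sequence, and the FPKM values rest on the assigned fragments. FPKM was used as deposited, and a value recomputed from the expected count, the effective length and the library total gave a median ratio of 1.00 to it. With 1 library per tissue there is no replicate error, so no test between tissues was made, and the range given with an FPKM is the exact 95% Poisson interval of its count. These intervals, and the limit of 3 counts that a count of 0 allows, cover counting error only, since reads copied by PCR are not independent molecules.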

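Bark expressed the widest set of unigenes of the 7 tissues, ahead of inflorescence, mature stem and central cylinder. A unigene was counted as active in a tissue when its FPKM was above 0, which held for 155897 unigenes in inflorescence, 154492 in mature stem and 151439 in central cylinder. Bark exceeded inflorescence by 2713 unigenes. Unigenes active in a single tissue numbered 6365 in bark, 3558 in inflorescence and 3494 in central cylinder, and those of bark had a median length of 279 bp. Among unigenes longer than 500 bp the order of the leading pair changed, with 98187 active in inflorescence and 96610 in bark. With each library thinned to the depth of mature stem, an expected 156632 unigenes stayed active in bark, 154492 in mature stem and 141670 in inflorescence. The part of Table S7 that was used here lists unigenes of 198 to 210 bp, and of its 127 unigenes with a fungal best hit 84 were active in bark and 4 in inflorescence. Of its 247 unigenes with a land plant best hit, 56 were active in bark and 93 in inflorescence.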

Among the seven tissues, bark and inflorescence, with 158,610 (70.1%) and 154,492 (68.9%) transcripts, respectively, represented the highest number of transcriptionally active unigenes. In contrast, mature leaf and young stem, with 144,210 (63.7%) and 145,483 (64.3%) transcripts, respectively, showed the lowest number of transcriptionally active unigenes (Figure S3a and Table S9). 

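Expression was concentrated in few transcripts in mature leaf, mature stem and bark, and spread over more of them in young stem. The 10 most abundant transcripts took 8.30% of the fragments in mature leaf, 8.26% in mature stem and 7.48% in bark, and 2.83% in young stem. Those of mature stem include an RNA-dependent RNA polymerase with a viral best hit, which took 1.09% of the fragments there. Mature leaf had 24712 unigenes with an FPKM over 5, fewer than any other tissue, and young stem had 29611. With an FPKM of at least 1 as the limit, mature leaf kept the smallest number of active unigenes, 86280, while young stem, with 96914, ranked above young leaf, with 94139. A shared set of 87415 unigenes, 38.6% of the assembly, was active in all 7 tissues, and 3376 unigenes had no value in any.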

Bark and inflorescence tissue, having the highest number of transcriptionally active unigenes, also showed a high accumulation pattern for several of the MS^2^-validated metabolites identified in our study (Figure 4). Unsupervised principal component analysis using transcripts’ expression grouped the seven tissues into four major groups (Figure S3b). 

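Leaves and woody tissues lay at opposite ends of the first principal component. Young leaf scored -186 and mature leaf -176, and bark scored 192 and mature stem 187. Young stem, at -85.9, and inflorescence, at -76.2, lay between them on the side of the leaves. The components were computed from log2(FPKM + 1) of the 58053 unigenes with an FPKM over 5 in at least 1 tissue, centred per unigene, and the first held 49.0% of the variance. On the linear scale the first component held 81.3%, and young stem and inflorescence moved to the side of the woody tissues. Across these unigenes, Pearson's r was 0.879 between young and mature leaf and 0.808 between mature stem and bark, and it was lowest, at 0.414, between young leaf and bark. These are correlations across genes within pairs of libraries, and genes are not independent replicates.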

Bark and mature stem were grouped together and separated along the PC1 axis with the second group including young leaf, mature leaf, and young stem. The inflorescence and central cylinder formed separate clusters. 

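Central cylinder was set apart from the other woody tissues by the second component and inflorescence by the third. The second component held 17.0% of the variance, with central cylinder at -192, bark at 135 and the remaining tissues from -14.5 to 61.0. The third held 12.6%, with inflorescence at -132, young stem at -90.3 and mature leaf at 113. Central cylinder was closest to mature stem (r = 0.766 across the same unigenes) and inflorescence was closest to young stem (r = 0.786).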

The transcriptome expression analysis together with PCA analysis suggests that our transcriptome data effectively captured the ongoing specific as well as common metabolic processes across each tissue of *M. japonicus* and hence can be used as a valuable resource to further analyze and identify candidate genes participating in the biosynthesis of specialized metabolites in *M. japonicus*.

### 2.4. Network-Based Characterization of Transcriptome and Metabolome Relationships in Mallotus japonicus

Gene co-expression networks derived through WCNA analysis have emerged as a robust systems biology approach to discover associations within biomolecules [41,42,43,44,45,46,47,48]. As demonstrated by the guilt-of-association concept, genes with similar expression patterns are most likely to be associated with a similar biological process [49,50]. Using WCNA, we classified high-dimensional transcriptome datasets into a framework of co-expression modules and explored those transcript modules that may be related to the metabolites’ variation across different tissues. To understand the molecular mechanisms involved in the biosynthesis of specialized metabolites, we used highly expressed and annotated transcripts of *M. japonicus* to perform WCNA analysis (Table S10). 

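Among abundant transcripts longer than 500 bp, the largest group peaked in central cylinder and the smallest in mature stem. Of 39732 such unigenes with an FPKM over 5 in at least 1 tissue, 8858 had their highest FPKM in central cylinder, 6871 in young stem, 5938 in bark and 5765 in inflorescence. Another 5160 peaked in young leaf, 4233 in mature leaf and 2907 in mature stem. A further 18321 unigenes passed the FPKM limit and were 500 bp or shorter. The paper also asks for a best-hit similarity above 70%, which leaves its 30497 transcripts, and that step was not applied here. The first 1983 entries of Table S10 were used here, and 1496 of them have a best hit in land plants, 267 in fungi, 168 in green algae and 16 in bacteria.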

In total, we identified 16 transcript modules (TransM), representing clusters of correlated transcripts (Figure 5, Table S11). TransM3 module represents the largest module with 7988 correlated transcripts, while the smallest module, TransM1, included only 147 transcripts, with the mean and median of the assigned transcripts to the transcript modules as 1906 and 1482, respectively. 

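The smallest module, TransM1, was expressed most in the stem and bark, and TransM2 most in young stem and central cylinder. The mean FPKM of the 147 members of TransM1 was 16.8 in young stem, 16.4 in bark and 14.4 in mature stem, and from 8.29 to 9.41 in the other tissues. In this module, 56 members had their highest FPKM in young stem, 30 in bark and 23 in central cylinder. TransM2 has 1396 members, of which 607 peaked in central cylinder and 539 in young stem. The mean of TransM2 was 28.6 in young stem, 26.3 in central cylinder and 24.0 in mature stem, and 13.2 in mature leaf. No member of either module was 4-fold or more above its second tissue in a single tissue. Of the 16 modules, these are the pair whose members were used in full, and the modules were built on the libraries described here.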

Similar to the tissue-specific accumulation pattern observed in the metabolite modules, the identified transcript modules also showed a tissue-specific expression pattern of the associated transcripts. 

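Inflorescence had the largest set of transcripts of its own, which included floral regulators. Of 23 transcripts matched by floral words, MADS-box transcripts among them, 13 peaked in inflorescence, 12 of them at least 4-fold above the second tissue. Of 16 histone transcripts 12 peaked in young leaf, none of them 4-fold above the second tissue, and 21 of 65 transcripts of ribosomal proteins peaked in bark and 18 in young stem. Of 21 transcripts matched by flavonoid and phenylpropanoid words 12 peaked in inflorescence, while 18 terpenoid synthase transcripts peaked 6 each in mature stem, central cylinder and inflorescence. Among the 39732 abundant unigenes longer than 500 bp, 547 were at least 4-fold higher in inflorescence than in the second tissue, 245 in bark, 205 in central cylinder, 138 in young stem, 114 in mature leaf, 59 in young leaf and 54 in mature stem. At a 2-fold limit central cylinder, with 1274, passed inflorescence, with 1243. Leaving out unigenes with at least 90% of their summed FPKM in bark and mature stem, a choice made after the data were seen that lowers both counts by construction, 41 remained in bark and 30 in mature stem.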

Among the 16 identified transcript modules, TransM4, TransM6, TransM8, TransM10, TransM12, and TransM15 were specific to mature leaf, young leaf, young stem, mature stem, inflorescence, and bark, respectively, while transcript module TransM3 and TransM11 were specific to the central cylinder tissue (Figure S4).

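Each tissue had strongly expressed transcripts of known function that were at least 4-fold above the next tissue. In young leaf a YABBY transcript, of a family that sets the lower face of leaves, reached an FPKM of 51.4 (46.6 to 56.5) against 10.2 in inflorescence. In mature leaf the water channel aquaporin PIP2-7 reached 643 (629 to 657) against 122 in young leaf, and the CF1 alpha subunit of the chloroplast ATP synthase reached 124 against 20.7. In young stem an expansin, which loosens cell walls during growth, reached 416 (404 to 428) against 75.7 in young leaf, and an auxin-responsive SAUR transcript reached 20.9 against 4.57. In mature stem ATPase subunit 1, encoded in mitochondria, reached 88.1 (82.5 to 94.0) against 16.3 in bark, and all 9 mitochondrion-encoded transcripts in the part of Table S10 used here were highest in that library. In bark a protease inhibitor of plant defence reached 65.1 (57.1 to 74.0) against 12.3 in mature stem. In central cylinder a nodulin 21-like transporter reached 53.8 (46.8 to 61.5) and a metallothionein-like metal binding protein reached 22.1 (17.4 to 27.8), against 5.70 and 1.74 in mature stem. In inflorescence a cationic peroxidase reached 246 (237 to 255) against 0.80 in mature stem, and an AGAMOUS-like transcript, a regulator of floral organs, reached 119 (111 to 126) with at most 2 fragments in any other tissue. A germacrene D synthase, which makes a sesquiterpene of floral scents, reached 59.0 (54.9 to 63.3) in inflorescence. The choice was made among transcripts of the part of Table S10 used here that were at least 4-fold above the second tissue. From these, up to 4 of highest FPKM per tissue were taken, at 20 or more, with a described land plant best hit and 1 transcript per description. Transcripts below the 4-fold limit can be more abundant, as a histone H3 transcript was in young leaf, at 1192.

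**Figure D1:**
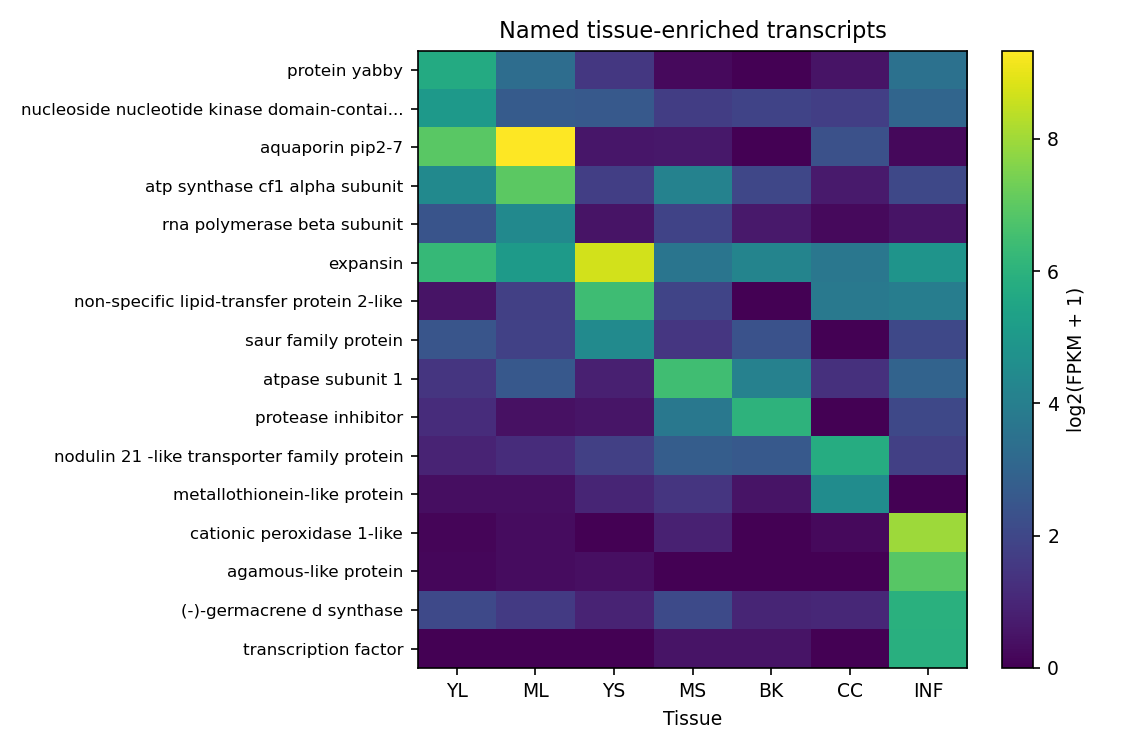
Expression as log2(FPKM + 1), given by colour, of the named tissue-enriched transcripts (vertical axis, by best-hit description) in the 7 tissues (horizontal axis; YL, young leaf, ML, mature leaf, YS, young stem, MS, mature stem, BK, bark, CC, central cylinder, INF, inflorescence), with 1 library per tissue. Aquaporin PIP2-7 in mature leaf, at 643 FPKM, is the brightest cell.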

One of the major conclusions derived from the multi-omics analysis across diverse plant species is the strong correlation between metabolites accumulation and the expression levels of enzymes associated with its biosynthesis and regulation [51]. The correlation-based associations have been particularly prevalent for secondary metabolism and have served as the basis for the functional characterization of thousands of genes to date [52]. While homology-based transcripts annotation often leads to the assignment of same enzyme function to multiple transcripts, primarily due to the prevalent genomic redundancies in plants, not all transcripts are functional [12]. A co-expression analysis does group genes within a cluster, the number of genes within its assigned group is still higher for screening candidate genes for further functional characterization. The metabolic network-driven approach by integrating metabolome and gene co-expression datasets has contributed exceptionally to identifying genes and their associations with a given metabolite. It further narrows down candidate genes for functional characterization and to study the biosynthetic machinery of specialized metabolites in medicinal plants [53]. 

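Among the 5 metabolite modules tested, and by Pearson's r on the linear scale, the largest r of TransM1 was with MetM6, the module of bergenin, and the largest r of TransM2, a negative one, was with MetM1. Over the 7 tissues, the mean FPKM of TransM1 and the mean level of MetM6 gave Pearson's r = 0.64 (two-sided exact permutation p = 0.0837, adjusted p = 0.283) and Spearman's rho = 0.36 (exact permutation p = 0.444). Without young stem and bark, the tissues farthest from the median of TransM1, r was 0.84 (exact permutation p = 0.192). TransM2 and MetM1 gave r = -0.59 (exact permutation p = 0.160, adjusted p = 0.356) and rho = -0.61 (exact permutation p = 0.167), and r = -0.34 without mature leaf and young stem. The order depends on the measure, since by rho TransM1 was closest to MetM5, at 0.75 (exact permutation p = 0.0663), and TransM2 was closest to MetM2 on the log2 scale, at r = -0.68 (exact permutation p = 0.0925), and to MetM3 without the 2 tissues, at r = -0.70. None of the 10 relations of TransM1 and TransM2 with metabolite modules had an exact p under 0.05, and the smallest adjusted p, over a family of 98 relations, was 0.283. MetM4 and MetM7 split the tissues into separate clusters, so no pooled r with them was computed.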

To understand the biosynthetic network of specialized metabolites in *M. japonicus*, we performed a Pearson correlation analysis between the identified metabolites and transcripts modules using the average value of expression or accumulation of transcripts or metabolites assigned to a given module, respectively, as described previously [54] (Table S12). 

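Members of TransM15 were mostly highest in bark, those of TransM4 in the leaves and those of TransM12 in inflorescence, while TransM16 was shared by mature stem, bark and inflorescence. Of 309 members of TransM15 named in the KEGG pathway lists of Table S13, 273 had their highest FPKM in bark. The mean of the 309 was 36.3 in bark, 19.5 in mature stem and 3.59 in young leaf, and their median in bark was 8.65. Of the 83 of them in the part of Table S10 used here, 47 have a fungal best hit, 18 a green algal one and 17 a land plant one. That part is rich in transcripts confined to bark and mature stem, so these shares do not carry over to the module. Among the 309, 103 had at least 90% of their FPKM in bark and mature stem. Of 556 such members of TransM4, 302 peaked in mature leaf and 140 in young leaf, with means of 51.9 and 33.0, and 7.82 in central cylinder. Of 447 members of TransM12, 403 peaked in inflorescence, where the mean was 25.7, against 6.92 to 9.36 elsewhere. The 99 members of TransM16 had means of 21.5 in mature stem, 20.6 in bark and 19.9 in inflorescence, and 38, 36 and 20 of them peaked in these tissues. The lists of some pathways break off, so these members are part of each module, and since the modules were built on the same libraries the profiles are not independent evidence.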

The highest correlation was obtained for four transcript-metabolite module pairs, namely TransM15–MetM6, TransM4–MetM7, TransM16–MetM4, and TransM12–MetM2, with correlation values of 0.986, 0.986, 0.98, and 0.916, respectively (Figure 6a). To understand their functional classification, we performed KEGG pathway mapping for the transcripts included in each of the four highly correlated transcript modules. The top 15 KEGG pathways based on the percentage of the specific pathway represented by the unigenes are shown in Figure 6b. In total, six of the top 15 pathways were shared between all four modules. The flavonoid biosynthesis pathway was present in all four transcript modules, but the percentage of the total genes of the flavonoid pathway being represented by transcripts from these four modules were significantly different, ranging from as low as 18.4% in the TransM15 module to 54.54% in the TransM12 module (Table S13). On the other hand, phenylpropanoid biosynthesis was represented by transcripts from three modules, including TransM4 (40%), TransM12 (40%), and TransM16 (13.3%) transcript modules (Figure 6b and Table S13). 

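Transcripts listed under flavonoid biosynthesis mostly peaked in inflorescence in TransM12, in the leaves in TransM4 and in bark in TransM15, while those of TransM16 were spread. Of 17 listed in TransM12, 15 were highest in inflorescence, with a mean FPKM of 48.3 there, and of 14 listed in TransM4, 9 were highest in mature leaf and 5 in young leaf. All 10 flavonoid transcripts of TransM15 were highest in bark, with a mean of 555, against 271 in mature stem, 238 in central cylinder and 4.62 in young leaf. This level is not typical of the module, whose 309 pathway-listed members had a mean of 36.3 and a median of 8.65 in bark. Of the 12 of TransM16, 5 were highest in bark and 4 in mature stem, with means of 14.1 and 13.5. Most of the paper's phenylpropanoid and flavonoid metabolites lie in the paired metabolite modules. From this the paper proposes that the transcripts of these modules may represent enzymes of their biosynthesis.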

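Among these modules, the listed transcripts of phenylpropanoid enzymes, which supply lignin and flavonoid precursors, had their highest mean in inflorescence, in TransM12. TransM12 was built on its expression in these libraries, and the lists of TransM4, TransM12 and TransM15 break off. Outside these modules, the transcripts listed for TransM8 had a higher mean, 127 in young stem. Of 17 listed in TransM12, 16 peaked in inflorescence, with a mean FPKM of 89.2 against 5.65 to 14.2 in the other tissues. In TransM4, 11 of 17 peaked in young leaf, with means of 35.1 in young leaf and 38.1 in mature leaf. The 9 of TransM16 had means of 32.3 in inflorescence, 30.4 in mature stem and 29.2 in bark. Table S13 also lists 17 under this pathway for TransM15, of which 16 peaked in bark, with a mean of 12.3.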

Over 80% of the MS^2^-validated phenylpropanoid and flavonoid classes of metabolites were present in these four metabolite clusters, thus suggesting that the transcripts included in the four correlated transcript modules may represent important classes of enzymes involved in the biosynthesis of these specialized classes of metabolites. To associate GO-based functional classification to the transcript modules, we constructed an interrelated network of the transcript modules highly correlated with the metabolite modules with their top three enriched GO terms from each of the three categories (Figure S5). For the TransM4 module, one of the top 10 GO terms that was enriched included the glucosinolate biosynthetic process, which plays a major role in plant resistance to biotic stress (Table S14). Several of the GO terms related to secondary metabolites, including anthocyanin-containing compound biosynthetic process, lignin catabolic process, and coumarin biosynthetic process, were significantly enriched in the TransM4 module. The transcript module TransM4 was highly correlated with the MetM7 metabolite module, which included several secondary metabolite classes, including flavonoids, tannins, and phloroglucinols. The TransM16 module, which was highly correlated with metabolite module MetM4, showed an enrichment of GO terms including oxidation–reduction process, suberin biosynthetic process, response to nitrate, and nitrate transport. The enriched GO terms for the TransM15 module included oxidation–reduction processes, ethanol catabolic processes, threonine catabolic processes, and responses to sucrose, among others. MetM6, which was highly correlated with TransM15, included bergenin among several other metabolites with high accumulation levels in bark tissue. 

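Transcripts with the tissue profile of bergenin were numerous, and many of those in the part of Table S10 used here match fungi or green algae. In the paper's Table S4, bergenin was 228085 ± 11757 (SD, n = 5) in bark, 120156 ± 5291 in mature stem and 48351 ± 5428 in central cylinder, in units of signal intensity. Of 58053 unigenes with an FPKM over 5 in at least 1 tissue, 3780 (6.51%) had Pearson's r over 0.9 with this profile, and 6 of all orders of the tissues gave as many (one-sided exact permutation p = 0.00119), where the median order gave 385. On the log2 scale 1820 had r over 0.9 (exact permutation p = 0.00913). In the part of Table S10 used here, r was over 0.9 for 206 of 265 transcripts with a fungal best hit, 155 of 167 with a green algal one and 52 of 1493 with a land plant one. Transcripts with a fungal best hit summed to an FPKM of 49.5 in central cylinder and at most 4.96 in leaves and young stem, and 97.0% of them had at least 90% of their FPKM in bark and mature stem, against 1.60% of land plant transcripts.

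**Figure D2:**
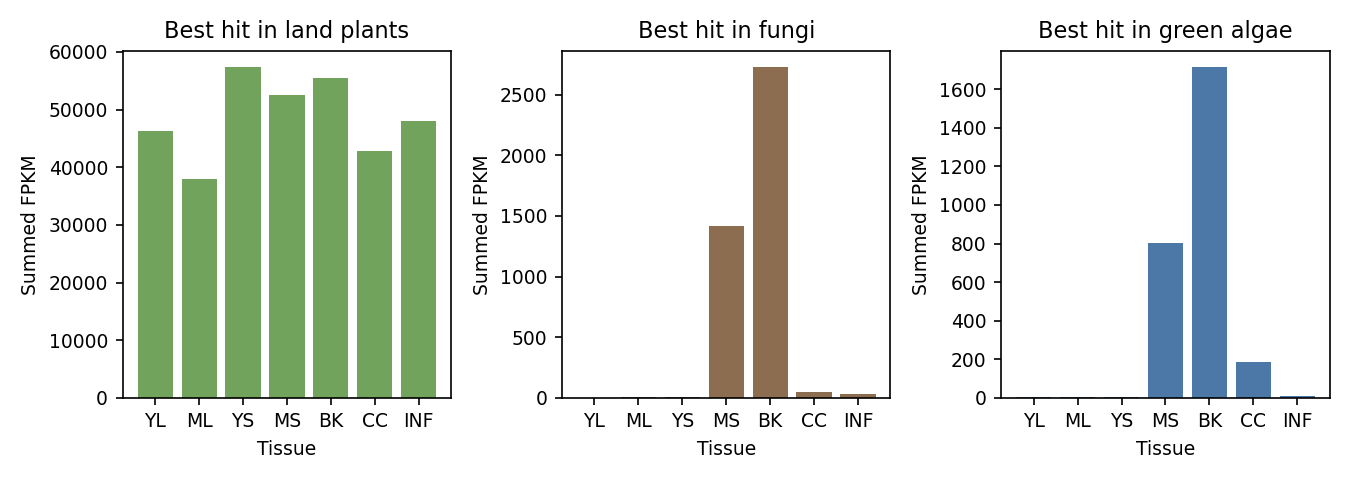
Summed FPKM (vertical axes, which differ between panels) of transcripts in the first 1983 entries of Table S10 with a best hit in land plants, fungi and green algae, by tissue, with 1 library per tissue. The land plant bars lie between 37959 in mature leaf and 57346 in young stem, and the fungal and green algal bars stand highest in bark and second in mature stem.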

GO terms related to growth and development, including microtubule cytoskeleton, cotyledon vascular tissue pattern formation, and multidimensional cell growth, were also enriched in the TransM15 module. The TransM12 module showed enrichment of the GO terms involved in plant defense, such as response to chitin, salicylic acid biosynthetic processes, and response to wounding. We also found several GO terms being enriched and related to the biosynthesis of secondary metabolites, including the coumarin biosynthetic process, flavonol biosynthetic process, flavonol synthase activity, and positive regulation of flavonoid biosynthetic process; flavonoid-3′,5′-hydroxylase activity; isoflavone-2′-hydroxylase activity; and flavanone-4-reductase activity. The TransM12 was highly correlated with the metabolite MetM2 module, which represented the largest metabolite module and included flavonoids, coumarins, phloroglucinols, and benzopyrans. Our results showed that the WCNA module-based correlation appropriately captured the relationship between the type of metabolite being accumulated and the genes associated with its biosynthesis, further exploring which one helps narrow down the candidate genes involved in the biosynthesis of specialized metabolites in *M. japonicus*.

### 2.5. Metabolome-Assisted Identification of Genes Associated with Rutin Biosynthesis

The leaves of *M. japonicus* are known to treat boils and swellings and represent the tissue accumulating several bioactive moiety-containing metabolites [5]. Rutin, one of the most important metabolites in the leaves contributing to its medicinal properties, is a member of the MetM7 metabolite module. Moreover, metabolites assigned to the MetM7 module showed high accumulation in the leaf tissue, including young and mature leaves (Figure 4). We, therefore, hypothesized that the transcript modules correlated with the MetM7 metabolite module would include functional genes most likely associated with the biosynthesis of rutin and associated metabolites. Several studies have highlighted the importance of integrating transcriptome and metabolome datasets in identifying functional genes [29,38,54,55,56,57,58]. Therefore, using a similar strategy in *M. japonicus*, we performed a correlation analysis between metabolite and transcript modules and identified the transcript modules TransM9 and TransM4, sharing a high correlation (R^2^ > 0.7) with the MetM7 metabolite module. 

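TransM4 carried the photosynthetic transcripts of the leaf, and TransM9 had fewer pathway-listed members, most of which also peaked in mature leaf, at a lower mean FPKM. All 12 members of TransM4 listed under photosynthesis were highest in mature leaf, with a mean FPKM of 179 there, 90.1 in young leaf and 3.97 in central cylinder. Of its 17 members listed under carbon fixation, 15 were highest in mature leaf, with a mean of 198. Of 72 members of TransM9 in the pathway lists, 48 were highest in mature leaf, with a mean of 23.7 against 10.8 to 13.4 elsewhere. Over the whole module the paper's means are flatter, 15.3 in mature leaf against 12.0 to 13.6 elsewhere. The paper's r with MetM7 is 0.99 for TransM4 and 0.74 for TransM9.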

Interestingly, KEGG pathway mapping showed homologs for genes representing the entire phenylpropanoid and flavonoid biosynthetic pathways included in the TransM4 and TransM9 transcript modules. 

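The flavonoid members of TransM9 were few and strongly expressed in mature leaf. Both of its transcripts listed under flavonoid biosynthesis peaked there, with a mean FPKM of 118 against 21.2 in young leaf. Of its 9 members listed under phenylpropanoid biosynthesis, 7 peaked in mature leaf, with a mean of 23.6 against 15.1 in inflorescence. The 8 members of TransM4 listed under flavone and flavonol biosynthesis, the branch that leads to rutin, had means of 53.2 in mature leaf, 22.6 in young leaf and 1.49 in mature stem.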

(Figure 7a, Figures S6 and S7 and Table S15). Moreover, the metabolite module-driven correlation analysis approach drastically eliminated potential false-positive genes assigned to the phenylpropanoid and flavonoid biosynthesis derived only from the homology-based annotation approach. Using the metabolome-guided approach, we assigned 18 transcripts to the biosynthesis of rutin and associated metabolites (Figure 7b). 

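Of the 18 entries assigned to rutin, which stand for 17 different transcripts since CCR and DFR share one, 16 had their highest FPKM in a leaf, 8 in mature leaf and 8 in young leaf. Phenylalanine ammonia-lyase (PAL/PTAL), the entry enzyme of the phenylpropanoid pathway, had an FPKM of 41.5 (38.3 to 44.8) in mature leaf and 9.65 in young leaf, and at most 0.48 in every other tissue. Flavanone 3-hydroxylase (F3H), which makes dihydroflavonols, had 292 in young leaf, 206 in mature leaf and 139 in young stem. Flavonoid 3',5'-hydroxylase (F3'5'H), which adds hydroxyl groups to the B ring, had 143 (135 to 151) in mature leaf and 25.9 in inflorescence. The exceptions were PER, a peroxidase, with 13.0 in mature stem, and CALDH, an aldehyde dehydrogenase, with 7.73 in inflorescence and 7.66 in mature leaf. For 14 entries the higher leaf was at least 2-fold above the highest other tissue, and the median over the entries was 2.27-fold. The study chose these transcripts on the same libraries, so the tally is not independent evidence.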

Subsequently, we checked the expression level of the assigned genes across the seven tissues of *M. japonicus.* Similar to the accumulation pattern of rutin, the assigned biosynthetic genes were highly expressed in the leaf tissues. Several studies across different plant species have suggested a high correlation between flavonol synthase (FLS) expression and the accumulation of rutin [59,60]. Shi et al. [61] reported a 3.5 to 4.4-fold increase in rutin accumulation level in the tobacco leaves overexpressing the *NtFLS2* gene. In contrast, no significant change in the levels of the intermediates was observed except for kaempferol-3-*O*-rutinoside, thus highlighting the role of FLS in the biosynthesis of rutin. The expression pattern of the assigned FLS gene in *M. japonicus* correlated with the accumulation pattern of rutin, which was most abundant in the mature leaves. These results suggest that the mature leaf is the active site for rutin biosynthesis in *M. japonicus*. 

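The transcript assigned to flavonol synthase (FLS), which oxidizes dihydroflavonols to flavonols such as the aglycone of rutin, was highest in mature leaf. Its FPKM was 93.0 (84.4 to 102) in mature leaf, from 426 fragments. The next tissues were mature stem, at 45.4 (37.8 to 54.1), and bark, at 44.5 (37.2 to 52.7). Young leaf had 26.7 (22.0 to 32.0), young stem 23.1, central cylinder 18.4 and inflorescence 10.8. In the part of Table S10 used here, other transcripts described as flavonol synthase or flavanone 3-hydroxylase peaked at 12.3 and 6.40 in inflorescence and at 8.09 in mature leaf. The rest of the assembly was not searched for such transcripts, and the entry assigned to F3H had 292 in young leaf. Rutin, in the paper's Table S4, was 193982 ± 9502 (SD, n = 5, signal intensity) in mature leaf, 168535 ± 10165 in young leaf and 2126 ± 410 in mature stem. Because rutin separates both leaves from the remaining tissues, no pooled r of FLS with rutin was computed.

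**Figure D3:**
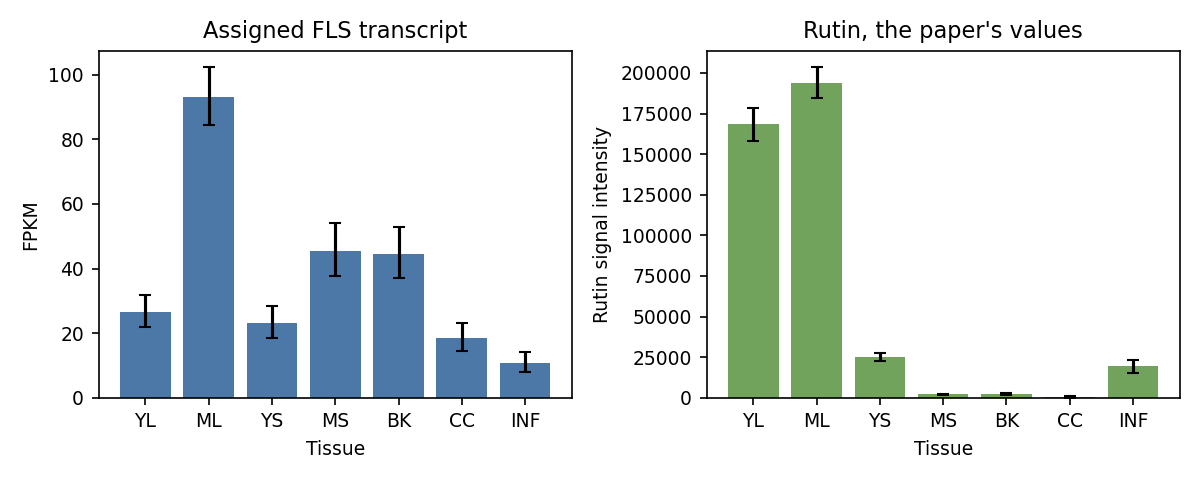
FPKM of FLS (left, bars with exact 95% Poisson intervals, 1 library per tissue) and signal intensity of rutin from the paper's Table S4 (right, mean ± SD, n = 5) in the 7 tissues. Both are highest in mature leaf, while young leaf is high for rutin and, at 26.7 FPKM, below mature stem and bark for FLS.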

The 18 genes identified herein are strong candidates involved in the biosynthesis of rutin in *M. japonicus*. 

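The entries divide between the leaves, with 10 higher in mature leaf and 8 higher in young leaf. For 3 of the 8 the young leaf value lies within the 95% Poisson interval of mature leaf, and the transcript shared by DFR and CCR counts as 2 entries. Those favouring mature leaf include DCHS, at an FPKM of 10.9 against 1.02. The entry for chalcone isomerase (CHI), which closes the ring of flavanones, had 13.4 in mature leaf and 11.2 in young leaf. Another transcript described as chalcone isomerase, outside the entries, reached 478 in inflorescence, 170 in young leaf and 116 in mature leaf. Entries favouring young leaf include cinnamyl alcohol dehydrogenase (CAD), at 12.7 against 7.30, the shared transcript, at 18.8 against 12.4, and 4-coumarate CoA ligase (4CL), at 8.44 against 7.28. From FLS expression and the level of rutin, the paper proposes that mature leaf is where rutin is made, and it names these genes as its candidates.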

Our results, therefore, clearly emphasizes the importance of a metabolome-guided approach in narrowing down the candidate genes involved in the biosynthesis of specialized metabolites, further functional characterization of which could ascertain their role in the biosynthetic network.

### 2.6. Phylogenetic Analysis of Glucosyltransferases and O-methyltransferases Reveals Insights into Bergenin Biosynthesis in Mallotus japonicus

Bergenin, a dihydroisocoumarin derivative, includes β-D-glucosyl residues C-linked to a hydroxylated phenyl carboxylic acid ortho to the carboxyl group. Additionally, the carboxyl group is esterified with the C-2 hydroxyl group of the glucosyl moiety to form a δ-lactone ring [62]. Bergenin represents one of the most important medicinal compounds in *M. japonicus* [1,2]. Metabolite profiling for multiple tissues of *M. japonicus* showed the highest accumulation of bergenin and related metabolites in the bark tissue, followed by the mature stem (Figure 4), which explains bark being the primary tissue used for various medicinal purposes [1,2]. While little is known about the metabolite intermediates and enzymes involved in the biosynthesis of bergenin, Tateyama and Yoshida [63] proposed gallic acid as the precursor for the bergenin biosynthesis based on their labeled experimental approach in *Saxifraga stolonifera*. Gallic acid acts as the glucosyl acceptor and undergoes C-glycosylation, which subsequently undergoes methylation to form bergenin (Figure 8a). WCNA analysis for MS^2^-validated metabolites assigned gallic acid and bergenin to the MetM3 and MetM6 metabolite modules, respectively. To identify potential candidate glucosyltransferases (GTs) and *O*-methyltransferases (OMTs) coding genes that may catalyze the C-glycosylation and methylation reactions resulting in the biosynthesis of bergenin from gallic acid, we focused on the TransM8, TransM10, and TransM15 transcript modules, which were highly correlated with the MetM3 and MetM6 metabolite modules (Figure 6a). In total, these three transcript modules included 33 GTs and 11 OMTs (Figure S8 and Table S16), which were further used for phylogenetic analysis.

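Most glucosyltransferases (GTs) and all O-methyltransferases (OMTs) were highest in young stem, mature stem or bark. Of 33 GTs, 17 had their highest FPKM in young stem, all of them in TransM8, 6 in mature stem and 4 in bark, and the 4 in bark were all the GTs of TransM15. The remaining GTs peaked in young leaf (2), mature leaf (2), central cylinder (1) and inflorescence (1), and some peaks in young stem are near ties, as for GT16, at 59.3 against 56.7 in mature leaf. Of 11 OMTs, 6 peaked in young stem, 4 in bark and 1 in mature stem. OMT8 was by far the most abundant, with an FPKM of 974 (958 to 990) in young stem, 147 in young leaf and 0.35 in bark. GT11 had 66.1 (61.2 to 71.3) in mature stem, 25.2 in bark and 14.3 in young stem. OMT7 had 50.7 (45.8 to 55.9) in bark and 43.6 (39.0 to 48.7) in mature stem, with overlapping intervals, and at most 6.20 elsewhere. GT6, GT8 and GT16 are isoforms of one assembled component, as are GT1 and GT25, and GT21 and GT22, so members of a set share reads. The study chose these transcripts by module on the same libraries.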

Phylogenetic analysis for 33 GTs was performed with 20 functionally characterized GTs representing a diverse family of GTs from different species (Table S17). Of the 33 GTs of *M. japonicus*, 13 were classified together, with the GTs catalyzing 3-OH glycosylation, while four GTs each were grouped with GT families catalyzing C-glycosylation in microbial and animal systems, and 7-OH glycosylation, respectively (Figure 8b). C6-GTs and 5-OH GTs are closely related gene families, and a mutual exchange of the two amino acid residues has been reported to switch the O- and C-glycosylation activity [64]. Four GT-annotated genes from *M. japonicus* were grouped with GTs catalyzing the C6-glycosylation and 5-OH glycosylation of flavonoids, suggesting a potential role in deriving metabo-diversity. Eight GT genes from *M. japonicus* were phylogenetically related with GTs known to catalyze C-glycosylation in different plant species (Figure 8b). Among these, Mj_GT1 was phylogenetically related to TcCGT1, known to catalyze the C-glycosylation of 83 substrates, including 36 different structural types of flavonoids, and benzophenones, which is similar to gallic acid, belongs to the benzenoid class of metabolites [65]. Another gene, Mj_GT4, was closely related to Zm_CGT and Os_CGT. Os_CGT, apart from its natural substrates, has also been shown to catalyze the C-glycosylation of several synthetic 2-hydroxyflavanones, which share structural similarity with gallic acid in terms of containing substituted benzene rings [66,67,68]. Mj_GT1 and Mj_GT4, sharing close homology and phylogeny with the functionally characterized GTs demonstrating a wide range of substrate and high expressions in young stem and bark tissues, respectively, have potential roles in catalyzing the C-glycosylation of gallic acid towards the biosynthesis of bergenin. Therefore, these two genes are assigned here as potential enzymes that catalyze gallic acid to drive bergenin or bergenin-like metabolite biosynthesis in plants.

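GT1 and GT4 were weakly expressed and peaked in different tissues. GT1 had an FPKM of 7.13 (5.47 to 9.15) in young stem, from 62 fragments, 3.91 (2.82 to 5.29) in mature leaf and 0.73 (0.238 to 1.71) in bark. GT4 had 6.50 (4.68 to 8.78) in bark, from 42 fragments, 3.61 (2.26 to 5.47) in mature stem, 3.57 (2.48 to 4.96) in inflorescence and 1.09 in young stem. With gallic acid, the precursor, GT1 gave Pearson's r = 0.77 (two-sided exact permutation p = 0.0490, adjusted p = 0.218) and Spearman's rho = 0.39 (exact permutation p = 0.396), and r was -0.0014 without mature leaf and young stem. Gallic acid is highest in young stem, so leaving this tissue out takes away 52.8% of the metabolite's range by construction and does not test the relation. With bergenin, the product, GT4 gave r = 0.88 (exact permutation p = 0.0169, adjusted p = 0.129) and rho = 0.82 (exact permutation p = 0.0341), and r was 0.069 without mature stem and bark. Bergenin is highest in these tissues, so leaving them out takes away most of its range by construction and does not test the relation. By r with gallic acid GT1 took place 4568 among the unigenes over the FPKM limit, and GT4 took place 4217 by r with bergenin. From homology, phylogeny and expression in young stem and bark, the paper proposes both as enzymes of the C-glycosylation of gallic acid.

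**Figure D4:**
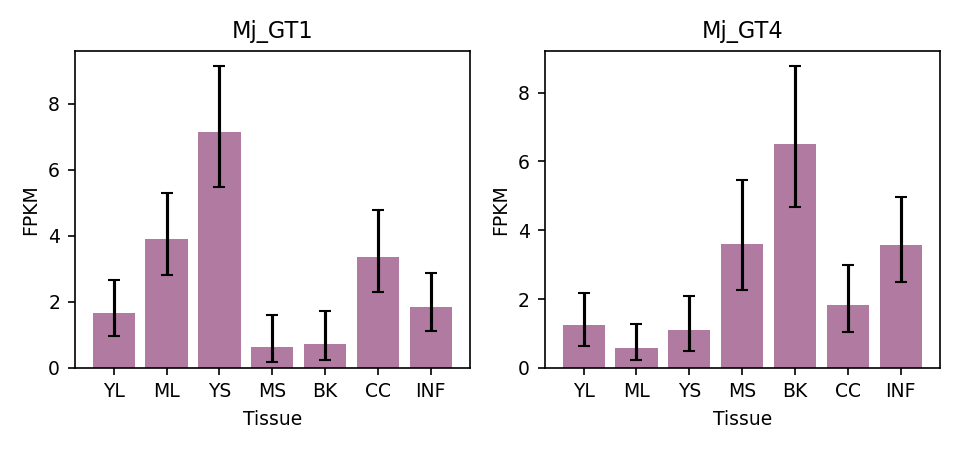
FPKM (bars) of GT1 and GT4 in the 7 tissues, with exact 95% Poisson intervals and 1 library per tissue. GT1 is highest in young stem, at 7.13, and GT4 in bark, at 6.50.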

In the later step of bergenin biosynthesis, the C-glycosylated form of gallic acid is subsequently methylated, which is catalyzed by the O-methyltransferase (OMT) family of enzymes (Figure 8a) [63]. In plants, OMTs are divided into two major families: caffeic acid OMTs (COMTs) and caffeoyl-CoA OMTs (CCoAOMTs) [69]. COMTs participate in the methylation of flavonoids, while CCoAOMTs catalyze lignin biosynthesis by acting on phenylpropanoid-CoA esters [70]. Several of the CCoAOMTs from different plant species have also been recently reported to methylate a wide range of metabolites, and hence, they have been further classified into a new subgroup: PFOMT [71,72,73]. To identify the potential candidate methyltransferase enzymes that may catalyze the methylation step towards the biosynthesis of bergenin, we performed a phylogenetic analysis using functionally characterized methyltransferases with 11 OMTs identified in *M. japonicus* transcript modules being highly correlated with metabolite modules consisting of gallic acid and bergenin (Figure 6a and Table S16). The phylogenetic analysis showed the genes separated into two major clades: clade 1 containing COMTs, while clade 2 included CCoAOMTs subdivided into true CCoAOMTs and PFOMTs (Figure 8c). Seven of the OMTs from *M. japonicus* were grouped in clade 1 with other known COMTs, while four were clustered together with clade 2, specifically with PFOMTs. Of the four OMTs in the PFOMTs clade, three were members of the transcript module TransM8, and one of them was a member of the TransM10 transcript module. 

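The OMTs of the PFOMT clade differed in where they were expressed, and OMT3 and OMT4 were the most restricted. OMT3 had an FPKM of 11.2 (9.33 to 13.4) in young stem and at most 1.72 (1.08 to 2.61) in the other tissues. OMT4 had 8.20 (6.54 to 10.2) in young stem, 3.52 (2.55 to 4.75) in inflorescence and no fragment in mature stem, bark or central cylinder, where 3 fragments would be 0.396, 0.373 and 0.277. OMT2 was broader, with 15.5 (12.5 to 18.9) in young stem and 15.3 (12.6 to 18.4) in inflorescence, with overlapping intervals, and 12.0 (9.11 to 15.5) in bark. OMT1, the member of TransM10, had 18.9 (16.1 to 22.0) in mature stem and from 6.92 to 10.8 in the rest.

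**Figure D5:**
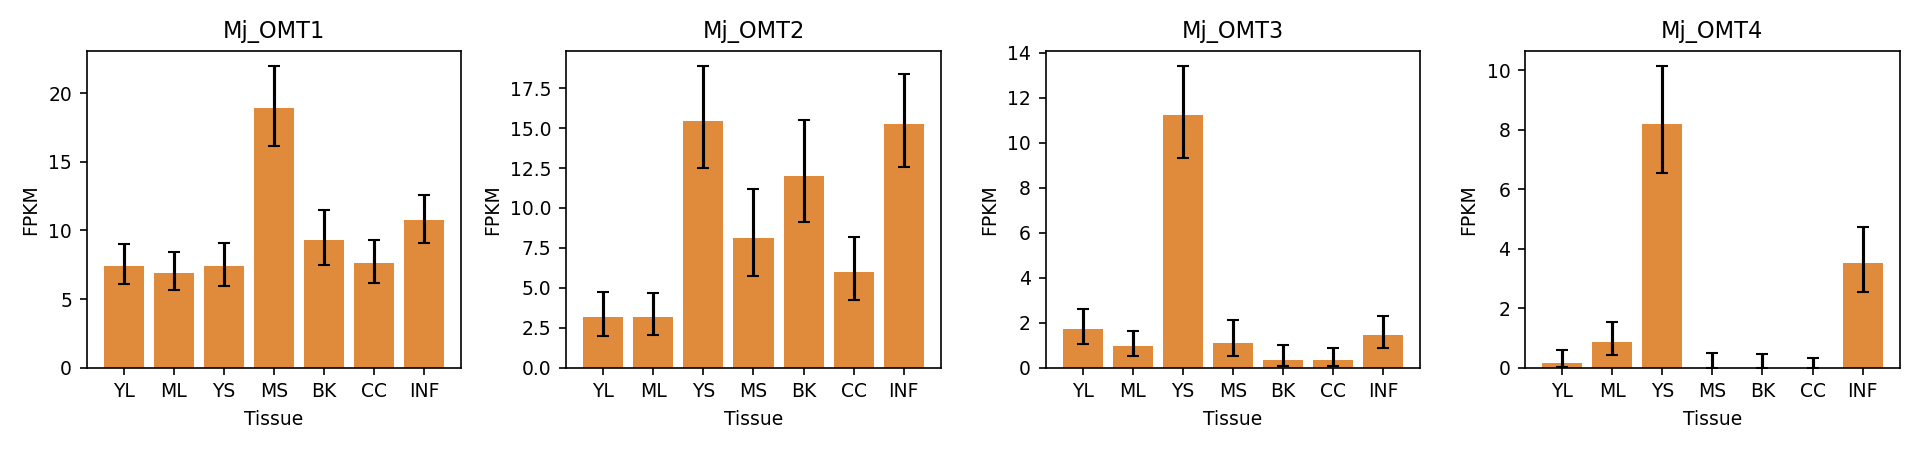
FPKM (bars) of OMT1 to OMT4 in the 7 tissues, with exact 95% Poisson intervals and 1 library per tissue. OMT1 is highest in mature stem, and OMT2, OMT3 and OMT4 are highest in young stem, OMT2 at nearly the level of inflorescence.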

While the function of additional PFOMTs (CCoAOMTs-like) has not been characterized extensively in plants, the OMTs from *M. japonicus* being grouped with functionally characterized PFOMTs were reported to have specificity for a wide variety of substrates. Its high correlation with either the precursor, gallic acid, or the final product, bergenin, might indicate its potential role in the biosynthesis of bergenin in *M. japonicus*. The integrative omics-based strategy helped us identify the potential GTs and OMTs involved in the biosynthesis of bergenin. 

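OMT3 followed gallic acid across the tissues most closely among the PFOMTs. OMT3 gave Pearson's r = 0.91 with gallic acid (two-sided exact permutation p = 0.00317, adjusted p = 0.0519) and Spearman's rho = 0.95 (exact permutation p = 0.00397), and r = 0.83 without young stem and bark. OMT4 gave r = 0.88 (exact permutation p = 0.0310, adjusted p = 0.160) and rho = 0.85 (exact permutation p = 0.0286), and r = 0.54 without young stem and inflorescence. OMT2 gave r = 0.35 with gallic acid (exact permutation p = 0.455) and rho = 0.29 (exact permutation p = 0.556), and r = -0.76 without young stem and inflorescence. All of these leave out young stem, where gallic acid is highest, which takes away 52.8% of the metabolite's range by construction. A fall of r there does not test the relation. With bergenin, OMT2 gave r = 0.22 (exact permutation p = 0.687) and rho = 0.46 (exact permutation p = 0.302), and r rose to 0.99 without young stem and inflorescence (exact permutation p = 0.00833, adjusted p = 0.457). The p of 0.00833 is the smallest that the orders of 5 tissues allow, so the adjusted value says little. OMT1 gave r = 0.39 with bergenin (exact permutation p = 0.310) and rho = 0.64 (exact permutation p = 0.139), and r rose to 0.98 without mature stem and inflorescence (exact permutation p = 0.0250, adjusted p = 0.457). For OMT2 and OMT1 the tissues left out are those where the transcript is highest, so neither rise tests the relation with bergenin. OMT6 and bergenin gave r = 0.98 (exact permutation p = 0.0141, adjusted p = 0.126), and r was -0.16 without mature stem and bark. Since bergenin is highest in these tissues, leaving them out takes away most of its range by construction and does not test the relation. GT19, GT20, GT18 and GT24 of young stem also followed gallic acid, with r from 0.95 to 0.98. Over 88 relations of a GT or OMT with gallic acid or bergenin, 22 had an exact p under 0.05, all positive, 15 with gallic acid and 7 with bergenin, and none had an adjusted p under 0.05 over the family of 98. When adjusted over the list alone, 6 with gallic acid and 0 with bergenin did, but the list was chosen on these samples and is not independent evidence. Gallic acid itself was followed with r over 0.9 by 1572 of all abundant unigenes, which 271 of the orders of the tissues reached (exact permutation p = 0.0538), while on the log2 scale 1614 had r over 0.9 (exact permutation p = 0.0121). The paper groups the OMTs of the PFOMT clade with characterized PFOMTs of wide substrate range. From this and the correlation with precursor or product, it proposes a possible role in bergenin biosynthesis.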

By exploring the established metabolome and transcriptome resource, we identified potential candidate genes involved in the biosynthesis of specialized metabolites imparting medicinal properties to different tissues of *M. japonicus*. Their subsequent functional characterization in future studies will help ascertain their role in the bergenin biosynthesis in *M. japonicus*. Our results showed the quality of omics resources established in this study, which will be valuable in understanding the mechanisms and components that associate specific medicinal properties to different tissues of *M. japonicus*.

## 3. Materials and Methods

### 3.1. Plant Materials

The *Mallotus japonicus* tree was maintained at the medicinal plant gardens, Chiba University, under natural conditions (voucher number: MJ_CU001, Figure S9). The seven tissues of *M. japonicus*, including young leaf, mature leaf, young stem, mature stem, bark, central cylinder, and inflorescence, were harvested and immediately frozen in liquid nitrogen. The tissues were stored at −80 °C until further use.

### 3.2. Untargeted Metabolite Profiling Using LC-QTOF-MS

The tissue samples were freeze-dried using a freeze dryer, FDU-2200 (Tokyo Rikakikai CO., Ltd., Tokyo, Japan), and were subsequently used for metabolite extraction using 50 μL of 80% (*v*/*v*) LC–MS-grade methanol (Wako chemicals, Osaka, Japan) and 20% (*v*/*v*) LC–MS-grade water (Wako chemicals, Osaka, Japan) containing 2.5 μM of lidocaine (TCI, Tokyo, Japan) and 10-camphoursulfonic acid (TCI, Tokyo, Japan) per milligram of dry weight. The mixture was homogenized using a mixer mill, MM300 (Retsch, Haan, Germany), with a zirconia bead at 18 Hz at 4 °C for 7 min. Furthermore, it was centrifuged at 17,800× *g* for 10 min, and the supernatant was filtered using Oasis HLB μElution plate (Waters Inc., Milford, MA, USA). The MS and MS^2^ datasets were acquired as described previously [38]. In brief, 1 μL of the extracts was analyzed using LC–QTOF–MS (LC, Waters Acquity UPLC system, Waters, MA, USA); MS, Waters Xevo G2 Q-Tof, Waters, MA, USA). The analytical conditions were as follows: LC: column, Acquity bridged ethyl hybrid C18 (1.7 μm, 2.1 mm × 100 mm, Waters); solvent system, solvent A (water including 0.1% (*v*/*v*) formic acid) and solvent B (acetonitrile including 0.1% (*v*/*v*) formic acid); gradient program, 99.5%A/0.5%B at 0 min, 99.5%A/0.5%B at 0.1 min, 20%A/80%B at 10 min, 0.5%A/99.5%B at 10.1 min, 0.5%A/99.5%B at 12.0 min, 99.5%A/0.5%B at 12.1 min, and 99.5%A/0.5%B at 15.0 min; flow rate, 0.3 mL/min at 0 min, 0.3 mL/min at 10 min, 0.4 mL/min at 10.1 min, 0.4 mL/min at 14.4 min, and 0.3 mL/min at 14.5 min; column temperature, 40 °C; MS detection: capillary voltage, +3.00 kV (positive)/−2.75 kV (negative); cone voltage, 25.0 V; source temperature, 120 °C; desolvation temperature, 450 °C; cone gas flow, 50 L/h; desolvation gas flow, 800 L/h; collision energy, 6 V; mass range, *m*/*z* 100‒1500; scan duration, 0.1 s; inter-scan delay, 0.014 s; data acquisition, centroid mode; polarity, positive/negative: scan duration, 1.0 s; and inter-scan delay, 0.1 s. THe MS^2^ data were acquired in the ramp mode as the following analytical conditions: (1) MS: mass range, *m*/*z* 50–1500; scan duration, 0.1 s; inter-scan delay, 0.014 s; data acquisition, centroid mode; and polarity, positive/negative and (2) MS^2^: mass range, *m/z* 50–1500; scan duration, 0.02 s; inter-scan delay, 0.014 s; data acquisition, centroid mode; polarity, positive/negative; and collision energy, ramped from 10 to 50 V. The MS^2^ spectra of the top 10 ions, with counts over 1000 in the MS scan, were acquired and moved further to the next top 10 ions based on MS scans at a given run time, while the acquisition was not performed if the ion intensity was <1000. The data were processed using MS-DIAL with default parameters, and the acquired metabolite peaks were used for Principal Component Analysis (PCA). The MS^2^-based validation of metabolite identity was performed as described previously [38]. The average level for the five bio replicates of these MS^2^ validated metabolites was used further for the identification of metabolite modules using the WGCNA package in R [23].

### 3.3. Feature-Based Molecular Networking

A molecular network was created with the Feature-Based Molecular Networking (FBMN) workflow on GNPS (https://gnps.ucsd.edu, accessed on 30 November 2020). The mass spectrometry data were first processed with MS-DIAL, and the results were exported to GNPS for FBMN analysis. The data were filtered by removing all of the MS^2^ fragment ions within +/−17 Da of the precursor *m*/*z*. The MS/MS spectra were window filtered by choosing only the top six fragment ions in the +/−50 Da window throughout the spectrum. The precursor ion mass tolerance was set to 0.02 Da, and the MS/MS fragment ion tolerance to 0.02 Da. A molecular network was then created, where edges were filtered with a cosine score above 0.5 and more than three matched peaks. Furthermore, edges between two nodes were kept in the network if and only if each of the nodes appeared in each other’s respective top 10 most similar nodes. Finally, the maximum size of a molecular family was set to 50, and the lowest-scoring edges were removed from molecular families until the molecular family size was below this threshold. The analogue search mode was used by searching against MS^2^ spectra with a maximum difference of 100.0 in the precursor ion value. The library spectra were filtered in the same manner as the input data. All matches were kept between network spectra, and library spectra were required to have a score above 0.5 and at least three matched peaks. The DEREPLICATOR was used to annotate MS/MS spectra [74]. The molecular networks were visualized using *Cytoscape* software v3.8. [75].

### 3.4. RNA Isolation and cDNA Synthesis

The tissues were homogenized for RNA extraction. Total RNA was extracted from all seven tissues as described previously [76]. RNA with RNA integrity number (RIN) over 8.0 were further used to synthesize cDNA libraries, as described previously [76].

### 3.5. RNA-Sequencing and Processing of Raw Data to Generate Transcriptome Assembly

The cDNA libraries for seven tissues of *M. japonicus* were sequenced using Illumina HiSeq™ 2000 (Illumina Inc., San Diego, CA, USA) to obtain a paired-end read with an average read-length of 101 bps. The construction of cDNA libraries and their sequencing were performed at Kazusa DNA Research Institute, Japan. The raw sequence reads were then processed to remove adaptor sequences, low-quality reads, short-read, and ambiguous read sequences using the Trimmomatic program. The high-quality reads were subsequently used to generate de novo transcriptome assembly.

The de novo transcriptome assembly was generated using three popular assemblers; namely, CLC genomics workbench (https://www.qiagenbioinformatics.com/, accessed on 8 May 2020), Trinity with default parameters, and for the SOAPdenovo-Trans, six different k-mer sizes were used, namely, 31, 41, 51, 63, 71, and 91. The transcriptome assembly of SOAPdenovo-Trans with k-mer 31 was best compared with other used k-mers and, therefore, was selected for its concatenation with individual assembly derived from Trinity and CLC genomics workbench (Table 1). The concatenated transcriptome assembly was further processed using CD-HIT-EST [40] for removing the sequence redundancy, if any, as described previously [77]. We evaluated the completeness and quality of the *M. japonicus* de novo transcriptome assembly based on Benchmarking Universal Single-Copy Orthologs (BUSCO v.5.1.0) analysis using embryophyta_odb10 database [39].

### 3.6. Functional Classification, KEGG Pathway Mapping, and Expression Analysis of the Assembled Transcripts of Mallotus japonicus

A Blast-x based homology search was performed as previously described for the annotation of *M. japonicus* de novo transcriptome assembly. The resulting top-blast hit was used for the annotation of the de novo transcriptome assembly. Furthermore, OmicsBox software v2.0 (https://www.biobam.com/, accessed on 31 March 2021) was used to retrieve the associated EC number, GO terms, and KEGG pathway-based annotation.

The expression values of the assembled transcripts were estimated in terms of Fragments Per Kilobase of transcript per Million mapped reads (FPKM) values as described elsewhere [77].

### 3.7. Module Construction Using Transcriptome Dataset

For the identification of modules in the transcriptome datasets, we first filtered the assembled transcripts using the following parameters: (i) length > 500 bps and similarity > 70%, and (ii) FPKM > 5 in at least one of the seven tissues. Based on the above two criteria, we narrowed down 30,497 transcripts, which were subsequently used for WGCNA analysis in R. Hierarchical clustering based on the topological overlap (TO) similarity was used to obtain network modules with a minimum of 100 transcripts, and the highly similar modules (dissimilarity < 0.25) were merged to prevent over-splitting of the modules. Module eigenvalues, representing the overall profile of the module, were calculated for each of the identified modules.

### 3.8. Correlation Calculation between the Identified Metabolite and Transcript Modules

The averaged FPKM values and metabolite levels clustered in the individual metabolite and transcript modules were used for correlation analysis. A Pearson correlation coefficient was calculated between each metabolite and transcript module to generate a pairwise Pearson correlation matrix, which was subsequently visualized using the Heatmap2.0 package in R.

### 3.9. Gene Ontology Enrichment Analysis

The Gene Ontology (GO) enrichment analysis was performed using OmicsBox software using the transcripts clustered in individual modules as a test set and the entire transcriptome assembly as a reference set. Furthermore, GO terms with a corrected *p*-value < 0.01 were considered significantly enriched.

### 3.10. Phylogenetic Analysis of GTs and O-Methyltransferases

The selected transcripts of *M. japonicus* encoding GTs and OMTs were translated to their corresponding protein sequences using OmicBox software v2.0 (https://www.biobam.com/, accessed on 31 March 2021). Furthermore, the corresponding protein sequences were combined with the known GTs and OMTs from the databases. The alignment and phylogenetic reconstructions were performed using the function “build” of ETE3 v3.1.1 [78] as implemented on the GenomeNet (https://www.genome.jp/tools/ete/, accessed on 30 November 2020). Alignment was performed with MUSCLE v3.8.31 with the default options [79]. The resulting alignment was cleaned using the gappyout algorithm of trimAl v1.4.rev6 [80]. The best protein model was selected using ML tree inference among the JTT, WAG, VT, LG, and MtREV models using pmodeltest v1.4. The ML tree was inferred using RAxML v8.1.20 run with model PROTGAMMALGF and default parameters [81]. Branch supports were computed out of 1000 bootstrapped trees. The phylogenetic tree was visualized and customized using the online tool iTOL [82].

## 4. Conclusions

Traditional medicine still constitutes one of the effective means in alleviating human diseases. While cataloging plant species and specific tissue types for medical purposes based on human experiences has been the basis of traditional medicine practices for thousands of years, the advent of modern analytical tools has begun to elucidate specific phytochemicals contributing to its unique medicinal properties. Advances in generating multi-omics datasets and analysis pipelines are valuable in identifying molecular players that contribute to the biosynthesis and regulation of important bioactive metabolites. Such resources are key to exploring and understanding the biosynthesis of specialized metabolites, including identifying novel bioactive metabolites, and serve as the basis to meet sustainable development goals for a healthy society. To establish high-quality genomics and metabolomics resources for the valuable medicinal plant, *M. japonicus*, we performed deep RNA-seq based transcriptome profiling and untargeted metabolite profiling for multiple tissues, including tissues used in the traditional medicinal practices.

In total, we identified 2129 metabolites by mapping the mass features to the KNApSAcK database. The feature-based molecular networking helped us identify the overall metabo-classes present across seven tissues of *M. japonicus*. Furthermore, we validated the identity of 69 metabolites via their MS^2^-based fragmentation pattern, and their accumulation trend across seven tissues showed different tissues of *M. japonicus* with specific metabolic signatures consistent with their medicinal properties. We further established a de novo transcriptome assembly of *M. japonicus* using multiple tissues to capture diverse and active transcripts-state associated with tissue-specific metabolites biosynthesis. The module-based integration of transcriptome and metabolome datasets followed by phylogenetic analysis helped us identify potential candidate genes involved in the biosynthesis of specialized metabolites, namely rutin and bergenin, in *M. japonicus*. Our results reconfirmed the tissue specificity of specialized metabolites biosynthesis as observed in the case of *M. japonicus*. The metabolome and transcriptome resources being established in this study serves as a stepping-stone for identifying novel metabolites with pharmacological importance present in *M. japonicus* and their associated biosynthetic pathway through functional characterization of associated transcripts discovered in this study.

## Figures and Tables

**Figure 1:**
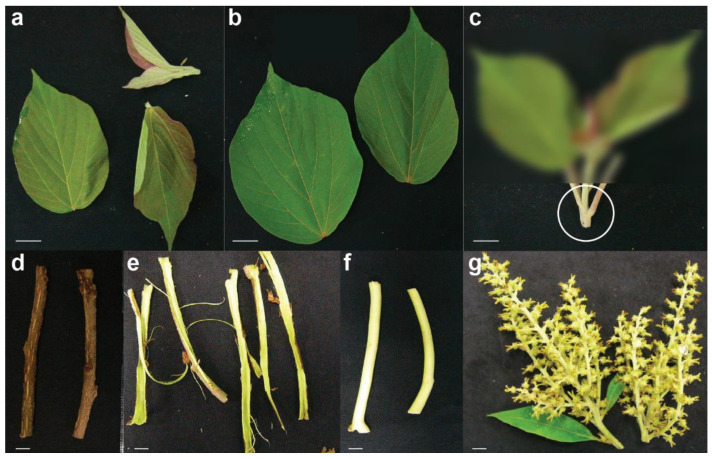
Tissues of *Mallotus japonicus* used in this study for the multi-omics analysis: (**a**) young leaf, (**b**) mature leaf, (**c**) young stem, (**d**) mature stem, (**e**) bark, (**f**) central cylinder, and (**g**) inflorescence. The scale bar represents 1 cm.

**Figure 2:**
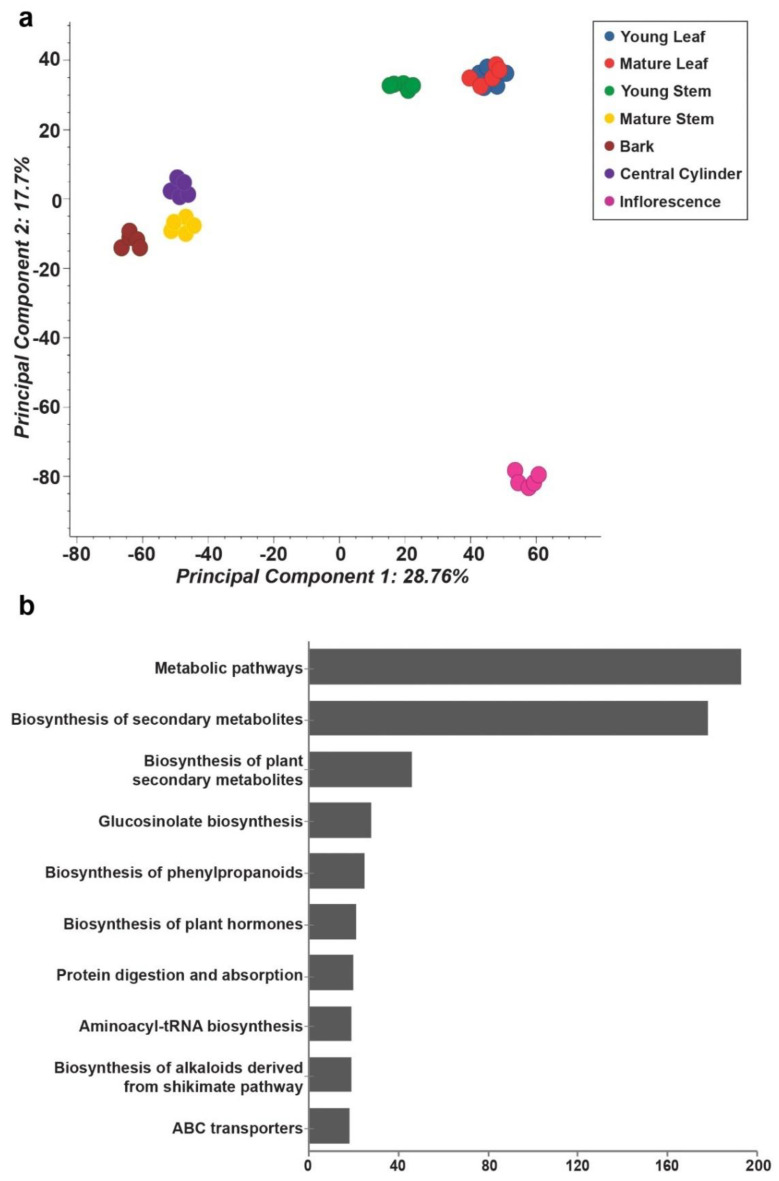
Untargeted metabolome analysis for seven tissues of *Mallotus japonicus*. (**a**) Principal component analysis using the metabolome datasets acquired for seven tissues of *M. japonicus*; (**b**) The top 10 KEGG pathways based on the number of metabolites assigned. The chemical identities of the mass features and corresponding KEGG compound ID were assigned based on a narrow mass-error window of 10 ppm, and candidate metabolites were grouped according to the assigned KEGG pathway category.

**Figure 3:**
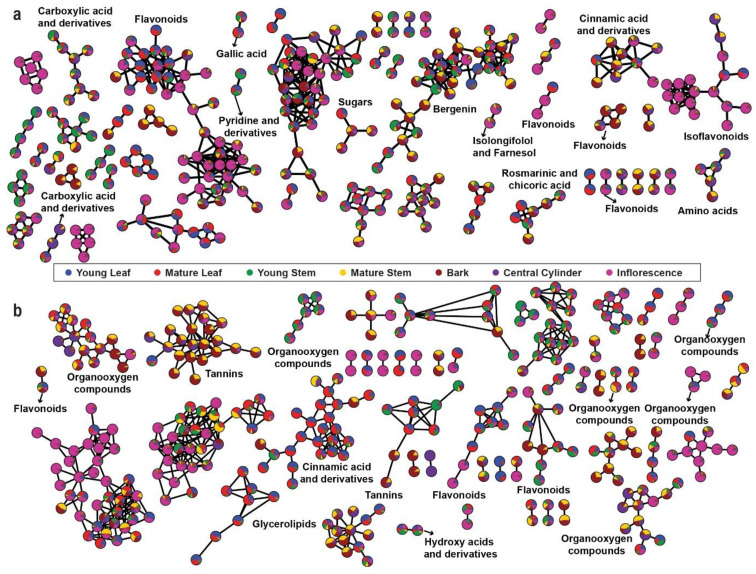
Feature-based Molecular Networking (FBMN) using the metabolome datasets acquired in the (**a**) positive mode and (**b**) negative mode. The pie charts on the nodes are drawn according to the accumulation pattern of the assigned metabolites across seven tissues of *Mallotus japonicus*.

**Figure 4:**
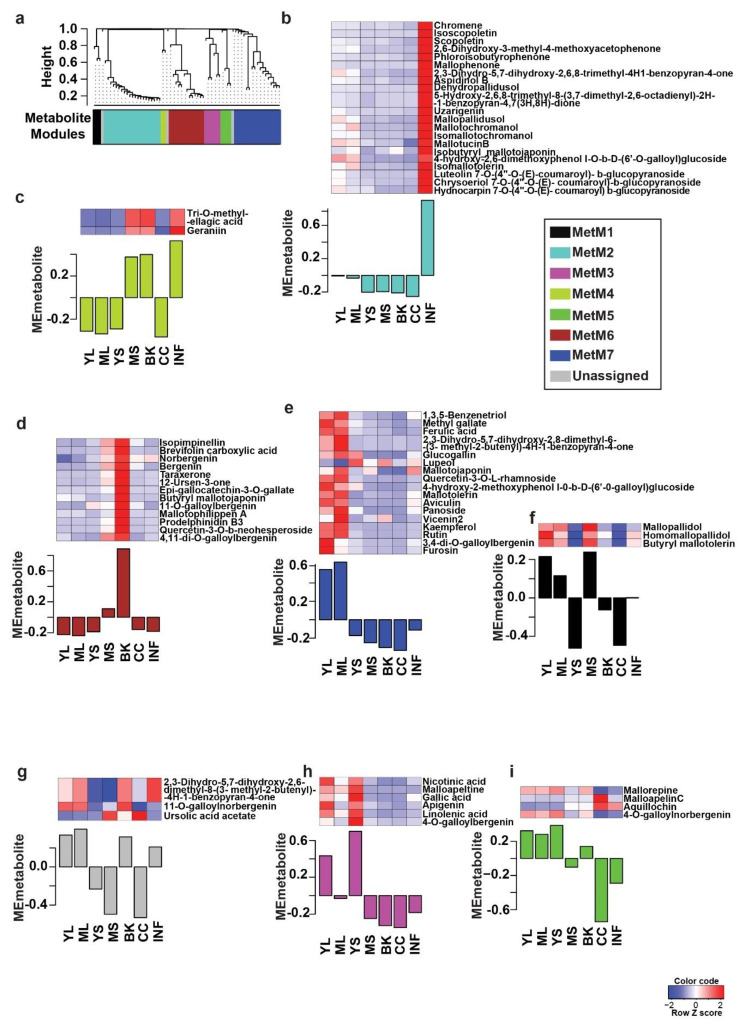
WCNA analysis and accumulation pattern of MS^2^ confirmed the metabolites in *Mallotus japonicus*. (**a**) The dendrogram represents 69 MS^2^-confirmed metabolites used for WCNA analysis and clustering of module eigenmetabolites; (**b**–**i**) The bar plots show the module eigenmetabolite of MS^2^-confirmed metabolites. The relative accumulation levels of metabolites included in each module are also shown by the heat maps above each bar plot. Abbreviations: ML: Mature leaf, YS: Young stem, YL: Young leaf, CC: Central cylinder, MS: Mature stem, INF: Inflorescence, and BK: Bark.

**Figure 5:**
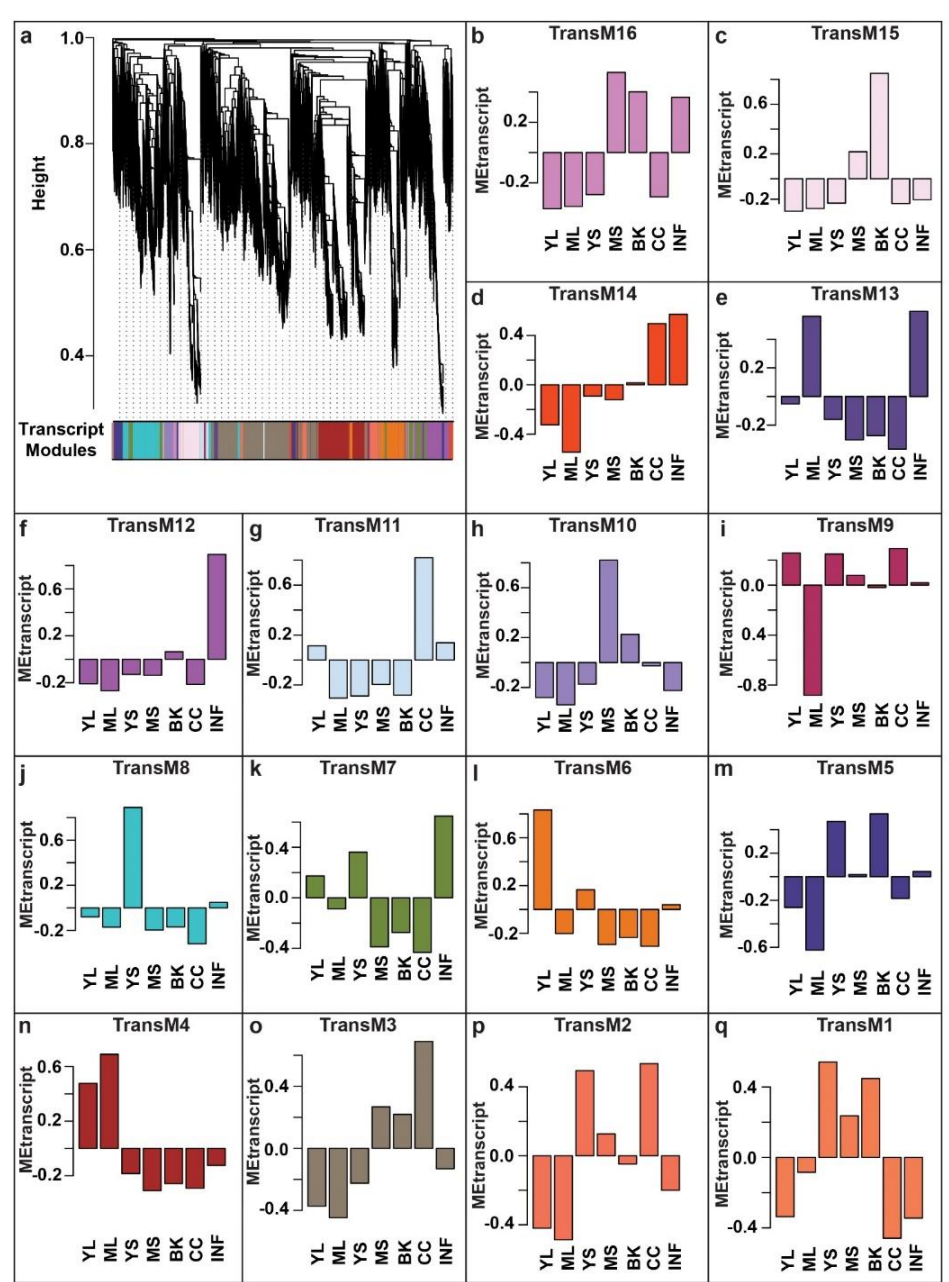
WCNA-based expression analysis using highly expressed transcripts in at least one of the seven tissues of *Mallotus japonicus*. (**a**) A dendrogram of the transcripts used for WCNA analysis and clustering of module eigentranscripts; (**b**–**q**) The bar plots show the eigenvalue of the transcript modules, which summarizes the first principal component of the given trans module. Abbreviations: ML: Mature leaf, YS: Young stem, YL: Young leaf, CC: Central cylinder, MS: Mature stem, INF: Inflorescence, and BK: Bark.

**Figure 6:**
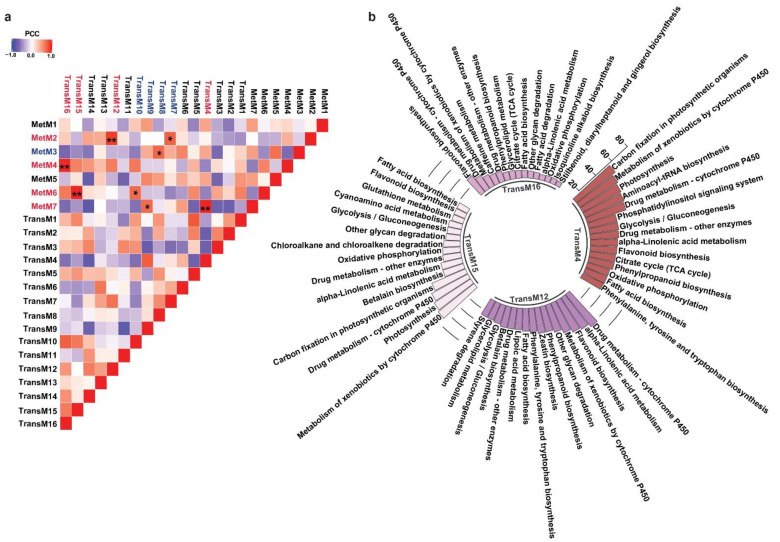
Integrated analysis of transcript and metabolite modules. (**a**) Pearson correlation coefficient between each pair of TransM and MetM module. The red font represents transcript-metabolite modules with over 0.9 correlation, while the blue font represents transcript-metabolite modules with over 0.7 correlation. ** pairs with PCC > 0.9, * PCC > 0.7; (**b**) Top 15 KEGG pathways based on the percentage of specific pathways represented by transcripts co-clustered in TransM4, TransM12, TransM15, and TransM16, the four modules with high correlation with metabolite module.

**Figure 7:**
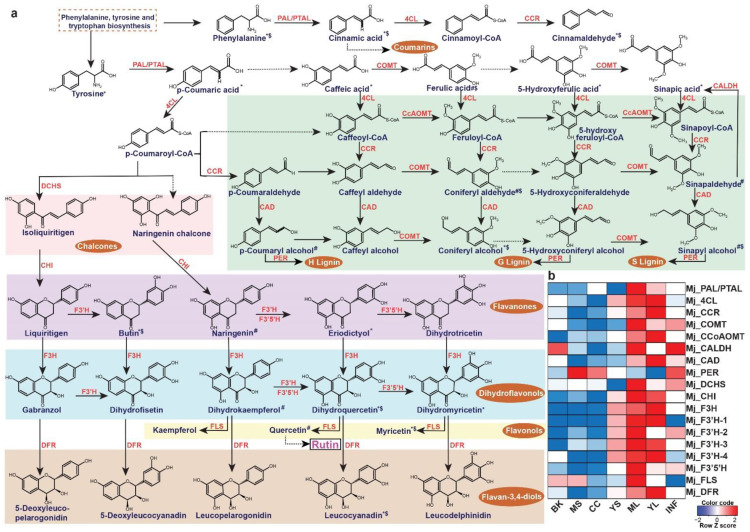
Unigenes associated with the biosynthesis of rutin and their expression levels across different tissues of *Mallotus japonicus*. (**a**) Proposed rutin biosynthetic pathway and related metabolites in *M. japonicus*. ‘*’, ‘#’, and ‘$’ represent the metabolite features mapped to the KNApSAcK database, KEGG database, and MS^2^-based fragmentation data in the *M. japonicus* metabolome database, respectively; (**b**) Heatmap representing the expression of transcripts assigned to the rutin biosynthetic pathway in *M. japonicus*. Abbreviations: PAL/PTAL: phenylalanine/tyrosine ammonia-lyase, 4CL: 4-coumarate: CoA ligase, cinnamoyl-CoA reductase, COMT: caffeic acid OMT, CcoAOMT: caffeoyl-CoA OMT, CAD: cinnamyl alcohol dehydrogenase, PER: peroxidase, DCHS: 6′-deoxychalcone synthase, CHI: chalcone isomerase, F3H: flavanone-3-hydroxylase, F3′H: flavonoid-3′-hydroxylase, F3′5′H: flavonoid-3′,5′-hydroxylase, FLS: flavonol synthase, DFR: dihydroflavonol 4-reductase. ML: Mature leaf, YS: Young stem, YL: Young leaf, CC: Central cylinder, MS: Mature stem, INF: Inflorescence, and BK: Bark.

**Figure 8:**
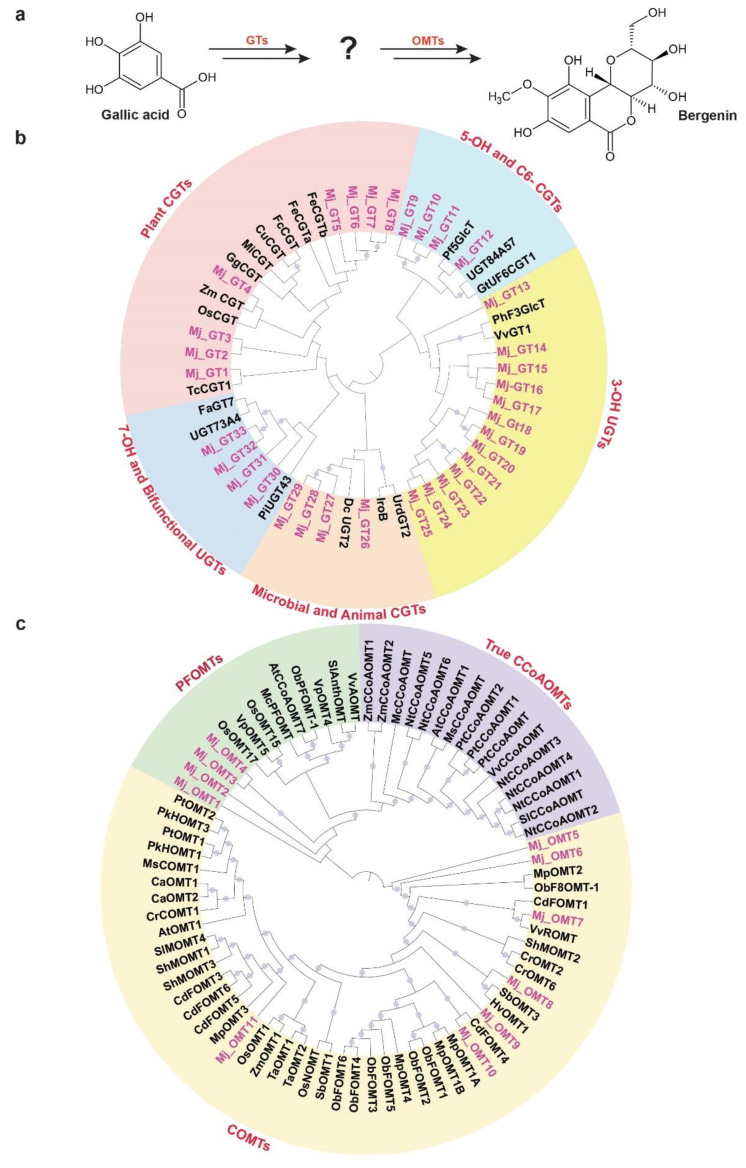
Identification of putative candidate unigenes involved in the biosynthesis of bergenin in *Mallotus japonicus*. (**a**) Proposed pathway for the conversation of gallic acid to bergenin catalyzed by glucosyltransferases and *O*-methyltransferases. Phylogenetic analysis of (**b**) glucosyltransferases (GTs) and (**c**) *O*-methyltransferases (OMTs) using *M. japonicus* candidate genes together with functionally characterized genes across diverse plant species. Thirty-three and eleven unigenes annotated as GTs and OMTs, respectively, were selected from the transcript modules that were highly correlated with the metabolite module MetM3 and MetM6, which included gallic acid and bergenin, respectively. Nucleotide sequences were translated to their corresponding protein sequences, and the alignment and phylogenetic reconstructions were performed using ETE3 v3.1 after applying 1000 replications. Bootstrap values above 60% are shown here.

**Table 1:** Assembly statistics for *Mallotus japonicus* de novo transcriptome assembly based on three popular assemblers and their combination.

Assembler	Kmer	No. of Contigs	N50	Mean Length	Median Length	Max Length	*n*: >500	*n*: >1000	Total Size of Contigs
**CLC**	20	108,863	769	592	366	17,150	35,538 (32.6%)	14,771 (13.6%)	64,424,765
**Trinity**	25	321,190	1503	879	486	17,097	156,853 (48.8%)	90,563 (28.2%)	282,445,544
**SOAPdenovo**	31	278,339	595	322	156	17,202	34,941 (12.6%)	17,967 (6.5%)	89,684,117
	41	276,091	525	325	168	17,225	34,755 (12.6%)	17,259 (6.3%)	89,843,229
	51	337,219	373	278	160	17,210	33,450 (9.9%)	15,902 (4.7%)	93,877,046
	63	273,737	397	307	181	17,292	31,027 (11.3%)	14,829 (5.4%)	84,133,522
	71	209,952	484	345	199	16,558	28,293 (13.5%)	14,006 (6.7%)	72,338,185
	91	46,669	1062	585	294	11,896	15,185 (32.5%)	8137 (17.4%)	27,278,317
**CLC_Trinity_SOAPdenovo (kmer31) _CD-HIT-EST**	N.A.	226,250	1396	837	469	17,202	106,994 (47.3%)	58,421 (25.8%)	189,317,381

## Data Availability

The raw sequence reads for all seven tissues of *M. japonicus*, the expression values, and the de novo transcriptome assembly used in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are available at the GEO accession number GSE179338.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22168835/s1.

How the deposited data were processed for this re-analysis (not part of the article)

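RNA of 7 tissues of a single 12-year-old *M. japonicus* tree was measured, with 1 library per tissue and no replicates. The metabolite levels come from the paper's Table S4, with 5 replicates per tissue, and the levels of metabolite modules from Table S12.

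The authors trimmed the reads with Trimmomatic, assembled 226250 unigenes from primary assemblies of several programs and estimated expression with RSEM, whose versions are not given in the sources used here. The expected count is the number of fragments that the authors' RSEM run assigned to each unigene, and 1583749 of 1583750 deposited expected counts are whole numbers, with no difference allowed. The FPKM was computed by the authors from the expected count, the effective length and the total of the library, and the deposited ratio to a recomputed value had a 1st percentile of 0.996 and a 99th percentile of 1.00. The length in bp is the authors' length of each unigene. The FPKM of the series table and of each library's table were equal for all 226250 unigenes, with no difference allowed. No quantification was repeated from the reads. FPKM values printed in Tables S10, S11, S15 and S16 were equal to the deposited ones.

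Depth ranged from 6460013 to 10874530 assigned fragments per library. The precision of an FPKM was given by the exact 95% Poisson interval of its expected count, and a count of 0 was read as at most 3 fragments. Both cover counting error and not the difference between trees or samples.

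Active unigenes had an FPKM above 0. Principal components were computed on log2(FPKM + 1) of unigenes with FPKM over 5 in at least 1 tissue, centred and not scaled. A transcript was called tissue-enriched when its FPKM plus 0.1 was at least 4-fold above that of the second tissue, among unigenes longer than 500 bp with FPKM over 5 in at least 1 tissue. The similarity limit of the paper was not applied. Module profiles are means of FPKM over the members that the tables list.

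The named transcripts are those of Tables S15 and S16, with values for those the text discusses except an entry that is not reported here, and up to 4 per tissue of highest FPKM among the enriched ones with FPKM of at least 20 and a described land plant best hit in the part of Table S10 used here, 1 transcript per description. The values of Tables S10, S15 and S16 were seen in the paper's tables when the rule was written. Word lists for photosynthesis, cell wall, floral, terpenoid, flavonoid and phenylpropanoid, ribosome, chromatin and heat shock transcripts were matched to the descriptions of land plant best hits. Best hits were grouped as land plants, fungi, green algae, bacteria and animals by genus, and 13 transcripts of Table S10 fell to animals. Values in the paper's tables had been seen when these groups were written, too. The first 1983 entries of Table S10 and 1998 of Table S7 were used, and the pathway lists of Table S13 break off for some pathways, so counts over them describe a part of the assembly. The part of Table S10 is rich in transcripts confined to bark and mature stem, so its shares do not carry over to the assembly or to whole modules.

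Correlations over the 7 tissues used Pearson's r and Spearman's rho, with two-sided exact permutation tests over every order of the tissues and Benjamini-Hochberg adjustment over 98 relations, and r was recomputed without the 2 tissues farthest from the median. Rutin, MetM4 and MetM7 separate the tissues into clusters, so no pooled r with them was computed, and rutin was left out of the count of transcripts that follow a metabolite. That count, of unigenes with r over 0.9, was set against the count in every order of the tissues, one-sided.

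The procedure was tested on simulated Poisson counts of 58053 transcripts, held flat over the tissues except for 200 planted per kind. Enriched ones were raised 8-fold in a single tissue. Those following a metabolite had exactly the profile of bergenin, which ran from 4825 in mature leaf to 228085 in bark. Counting error was the only noise, so the rates below hold for this case. Planted transcripts following a metabolite were found with r over 0.9 in 86.5% and with an exact p under 0.05 in 92.5%, against 0.526% and 6.89% of flat transcripts, and planted enriched transcripts were called in the right tissue in 91.0%, against 0.418% of flat ones.

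The alternatives were other FPKM and length limits, thinning to the shallowest library, a pseudocount of 0.1, the linear scale, scaling by the upper quartile, other fold and r limits, rank and log2 correlations and, added later, leaving out unigenes confined to bark and mature stem and a PCA of land plant transcripts alone. BUSCO, annotation, GO enrichment, phylogeny and the metabolome by itself were not analysed here. The computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.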

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

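Thinning and the length limit were planned as alternatives, but their use as tests of active unigenes was written after that result was seen, as were the test on Table S7 and its limit of 3 times between tissues. The tests on best hits in Table S10 were chosen after the result on bergenin was seen.

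Transcripts of other organisms were present in bark and mature stem, in data that the paper does not report on and above the limit that a count of 0 allows. In the part of Table S10 used here, the FPKM of transcripts with a fungal best hit summed to 2725 in bark and 1414 in mature stem. Those with a green algal best hit summed to 1714 in bark and 804 in mature stem, and those with a bacterial one to 155 and 135. Coccomyxa, a green alga, was the most frequent such genus, with 120 transcripts, followed by the fungi Exophiala, with 57, and Leptosphaeria, with 53. An RNA-dependent RNA polymerase of 12408 bp, whose best hit is a plant virus, had an FPKM of 212 in bark and 894 in mature stem, where it took 1.09% of all fragments, and 9.95 in young stem.

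The transcripts that follow bergenin may in part come from organisms living on bark. Of 428 in the part of Table S10 used here, 87.9% have a best hit outside land plants. So do 79.5% of the 83 pathway-listed members of TransM15 in that part, with 47 in fungi, 18 in green algae and 17 left in land plants. That part, of 1983 entries, holds 402 fungal and green algal transcripts with at least 90% of their FPKM in bark and mature stem. All 39732 abundant unigenes longer than 500 bp include 1038 with such a share. The part is thus rich in them, and these percentages do not carry over to all 3780 unigenes that follow bergenin or to the whole module. Of the 21 members of TransM15 listed under photosynthesis or carbon fixation, 17 were under 10% of their bark level in the higher leaf, and the median leaf to bark ratio was 0, but from these values the tree's own transcripts cannot be told apart from those of other organisms, since TransM15 was built on expression and its other pathway-listed members had a median of 0.0802. Among all pathway-listed members of TransM15, 33.3% had at least 90% of their FPKM in bark and mature stem, which lies between the bounds set for this explanation. A link of the tree's own transcripts to bergenin in bark stays open too and was not tested.

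Bark had the most active unigenes. Depth is argued against, since bark, with 6844503 assigned fragments, was shallower than every tissue but mature stem, with 6460013. After thinning to equal depth bark still led mature stem, then the second tissue, by 1.39%. Short assembled fragments remain open, since among unigenes longer than 500 bp the difference from inflorescence was -1577. Reads from other organisms are a candidate explanation as well, since of the short unigenes of Table S7 used here 95 fungal and green algal ones were active in bark against 4 in inflorescence, while the difference for land plant ones was -37. A wider set of tree genes expressed in bark stays open and was not tested.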

How the results depend on the processing

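No paired analysis was possible because each tissue has 1 library, and depth and the single tree limit every comparison to counting error. The results, settings and alternatives were chosen before the deposited data were examined, except those that leave out unigenes confined to bark and mature stem and the PCA of land plant transcripts, which were chosen after seeing the data. Values printed in the paper's tables, which equal the deposited ones, had been seen for the named transcripts and the best-hit groups. Among the results singled out for comparison, 10 values reversed under an alternative. Other relations of GTs and OMTs with a metabolite, outside this count, changed sign too. Values that stayed the same include, under upper quartile scaling, 17 rutin entries highest in a leaf against 16 as reported. They also include 10 GTs highest in bark or mature stem, with and without this scaling. The cause was not tested for any change below, unless the alternative's own construction lowers or raises a count.

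With FPKM of at least 1, active unigenes numbered 94139 in young leaf, 86280 in mature leaf, 96914 in young stem, 96841 in central cylinder and 103692 in inflorescence, and bark led inflorescence by 10598. Among unigenes longer than 500 bp they numbered 95639 in young leaf, 95042 in mature leaf, 95836 in young stem, 96155 in mature stem, 96610 in bark, 95550 in central cylinder and 98187 in inflorescence, and the difference of bark from inflorescence reversed to -1577. After thinning it was 14962.

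The first principal component held 48.3% with a pseudocount of 0.1, 41.0% without a filter, 81.3% on the linear scale, 49.9% with upper quartile scaling, 49.6% without confined unigenes and 48.3% for land plant transcripts, and the leaves stayed opposite to bark and mature stem in each.

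Tissue-enriched transcripts numbered, at 2-fold, at 8-fold and with FPKM over 1, in this order, 577, 11 and 129 in young leaf, 684, 29 and 193 in mature leaf, 926, 30 and 239 in young stem, 243, 9 and 146 in mature stem, 1035, 108 and 819 in bark, 1274, 84 and 524 in central cylinder, and 1243, 280 and 1021 in inflorescence. Without confined unigenes they numbered, lower by construction, 30 in mature stem and 41 in bark. As medians of relative values, young stem was 1.71-fold above young leaf in TransM1 and 1.84-fold in TransM2. At a 2-fold limit 3 OMTs stayed highest in bark or mature stem.

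Transcripts following gallic acid numbered 6284 with r over 0.7, 3532 with FPKM over 1 and 1614 on the log2 scale (exact permutation p = 0.0121), and those following bergenin 9527, 12942 and 1820. Leaving out confined unigenes says nothing about these counts, since it takes away, by construction, transcripts high where bergenin is highest and none that follow gallic acid, with 1556 left for bergenin and 1572 for gallic acid. Among the relations singled out for comparison, some r reversed without the 2 farthest tissues. With gallic acid r became -0.0014 for GT1 and -0.76 for OMT2, both without young stem, where gallic acid is highest. With bergenin it became -0.16 for OMT6 and -0.26 for OMT7, without the tissues where bergenin is highest. It became 0.70 for TransM1 with MetM1, -0.20 for TransM1 with MetM3 and -0.70 for TransM2 with MetM3. The last was also -0.34 on the log2 scale and -0.18 for Spearman's rho. Other relations of GTs and OMTs reversed too, such as OMT10 with gallic acid, from 0.85 to -0.43, again without young stem. No r had an adjusted p under 0.05 in any of these settings. Without the 2 farthest tissues, however, the 120 orders of 5 tissues allow no exact permutation p below 0.00833. An adjusted p under 0.05 was hardly within reach there. In bark and mature stem together, fungal transcripts held 97.7% of their FPKM with upper quartile scaling and 98.5% in Table S7, and green algal ones 92.0% and 100%.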

Differences from the paper's values

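No value differed from the paper's by more than 1.5 times with the settings chosen before the deposited data were examined. For active unigenes in inflorescence the paper gives 154,492 with a share of 68.9%, and the deposited values give 155897, a share of 68.9%, while 154492 is the number found in mature stem. The shortest unigene is 196 bp, where the paper gives 200 bp. The FPKM and length limits of the paper leave 39732 transcripts, and its number, 30497, also includes the limit on similarity. The assigned fragments amount to 12.7 Gbp and the paper's 15.59 Gbp counts all sequence.

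The paper describes FLS as following the level of rutin over the tissues. The assigned FLS transcript was highest in mature leaf, as rutin was. Its FPKM in young leaf, 26.7, was however below that in mature stem, 45.4, and bark, 44.5, where the paper's rutin levels are low. The paper describes the PFOMTs as highly correlated with gallic acid or bergenin. It chose them by module means, where its r is 0.76 for TransM8 with MetM3 and 0.74 for TransM10 with MetM6. The r of a single transcript with a single metabolite is another measure. By it, r was 0.91 for OMT3 and 0.88 for OMT4 with gallic acid. It was 0.35 for OMT2 with gallic acid, 0.22 for OMT2 with bergenin and 0.39 for OMT1 with bergenin. With bergenin r rose to 0.99 for OMT2 without young stem and inflorescence and to 0.98 for OMT1 without mature stem and inflorescence. These are the 2 tissues where each transcript is highest, and bark is the highest of the 5 left for both transcripts and for bergenin. Since the choice depends on the transcript's own values, the rise does not test the relation.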

Other observations

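The tests of organelle transcripts were chosen after the result was seen, and the transcripts singled out below were named after their values were seen.

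Histone transcripts were high in young leaf. A histone H3 transcript reached an FPKM of 1192 in young leaf, 641 in young stem and 36.7 in mature leaf, and a histone H2A transcript reached 974 and 388 in young leaf and young stem. Cell wall transcripts had no common tissue. Of 14 matched by cell wall words, 4 peaked in central cylinder, 4 in young stem, 3 in bark, 2 in mature stem and 1 in inflorescence. A cellulose synthase reached 70.6 in central cylinder, against 61.3 in mature stem and at most 12.1 elsewhere, while another was highest in young stem, at 183, and lowest in central cylinder, at 42.9. All 6 beta-amyrin synthase transcripts were highest in central cylinder, the strongest at 10.9, with 5.46 to 7.95 in mature stem and at most 0.22 in the leaves, and most of them are isoforms that share reads.

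Of the germacrene D synthases, several of them isoforms that share reads, 6 were highest in mature stem, up to 70.1, and 6 in inflorescence, up to 59.0. Of 4 transcripts matched by heat shock words 3 peaked in bark, and the regulator HSF4 had an FPKM of 69.7 in bark, 51.0 in mature stem and at most 2.77 in leaves and young stem. Chalcone synthase, which opens flavonoid synthesis, was high in young leaf, at 506, and in young stem, at 427, and low in central cylinder, at 7.56. Of 20 photosynthesis transcripts, 6 peaked in mature leaf, 8 in mature stem, 4 in central cylinder and 2 in bark, and the 8 in mature stem are isoforms of 2 assembled genes. In central cylinder 6 land plant transcripts had at least 90% of their FPKM, an early light-inducible protein at 16.5 and chlorophyll a/b binding proteins at 14.7 and 5.87 among them, with at most 1 fragment in either leaf.

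Transcripts encoded in mitochondria were highest in mature stem, 100% of the 9 by at least 2-fold and 100% of them above bark. These shares restate the pattern, so RNA without a poly(A) tail kept in that library and reads from another organism cannot be told apart by them, and no fungal or green algal transcript in the part of Table S10 used here matched the same words. Of 20 plastid-encoded transcripts, 19 were higher in mature stem than in bark, with medians of 8.97 and 2.16, while 0 of 3 nuclear photosynthesis transcripts were, but 9 of the 20 were highest in mature stem and 1 by at least 2-fold. Their mature stem to mature leaf ratio ran from 0.0919 to 6.61, with a median of 1.01, and of 0.453 with 1 value per assembled gene. Whether more chloroplasts raise them cannot be told apart, since the nuclear photosynthesis transcripts had a median ratio of 0.0427 but the plastid-encoded ones differ this widely. A real difference of the tissue in organelle expression stays open and was not tested.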
